# Distinct gene expression patterns correlate with developmental and functional traits of iNKT subsets

**DOI:** 10.1038/ncomms13116

**Published:** 2016-10-10

**Authors:** Hristo Georgiev, Inga Ravens, Charaf Benarafa, Reinhold Förster, Günter Bernhardt

## Abstract

Invariant natural killer T (iNKT) cells comprise a subpopulation of innate lymphocytes developing in thymus. A new model proposes subdividing murine iNKT cells into iNKT1, 2 and 17 cells. Here, we use transcriptome analyses of iNKT1, 2 and 17 subsets isolated from BALB/c and C57BL/6 thymi to identify candidate genes that may affect iNKT cell development, migration or function. We show that Fcɛr1γ is involved in generation of iNKT1 cells and that SerpinB1 modulates frequency of iNKT17 cells. Moreover, a considerable proportion of iNKT17 cells express IL-4 and IL-17 simultaneously. The results presented not only validate the usefulness of the iNKT1/2/17-concept but also provide new insights into iNKT cell biology.

## Abstract (web summary)

A recent advance in invariant natural killer T cell (iNKT) cell biology is their classification into iNKT1, iNKT2 and iNKT17 subsets. Here the authors provide a transcriptomic analysis of these thymic subsets from Balb/c and C57Bl/6 mice that supports and extends the categorization.

Natural killer T cells can be grouped into several subtypes of which the type I invariant natural killer T (iNKT) cells are most vigorously investigated^1^. This is due to the ease of detecting them using CD1d-tetramers loaded with α-galactosylceramide (α-galcer) or a glycolipid derived from it. Given the highly restricted set of TCRα,β-chains expressed (Vα14Jα18-Vβ2,7,8.1/2/3 in mouse) coining the name invariant, iNKT cells are involved in a surprisingly wide range of immune relevant processes such as activating NK or B cell^2^,^3^ or biasing T cell responses and activities of dendritic cells (DC)^4^,^5^. Consequently, iNKT cells can influence the outcome of various diseases ranging from bacterial or viral infection^6^,^7^ and cancer^8^ to autoimmune and allergy syndromes^9^,^10^. These findings fostered interest in this highly specialized T cell type that comes into existence in the thymus when T cells pass through the double positive stage of their differentiation^11^. iNKT cells differ from regular naïve T cells not only in the limited set of T cell receptors (TCR) expressed, but also in their quasi antigen experienced status that enables immediate reaction to TCR-mediated or cytokine-induced stimuli by secreting a variety of cytokines^12^,^13^,^14^. In addition, in contrast to naive T cells, iNKT cells can leave the thymus as immature cells and complete differentiation in the periphery^15^,^16^ with minimal recirculation^17^. Moreover, iNKT cells express a variety of homing receptors licensing them to migrate to lymphoid but also non-lymphoid organs, including skin, liver and lung^18^.

Much of our insights regarding murine iNKT cells were derived from experimentation in C57Bl/6 mice, the strain that also served to establish the classical model subdividing iNKT cells according to their developmental stages, S0–S3 (ref. 19). This classification rests in part on the marker NK1.1 defining the iNKT cell stages as follows: S0 (CD24^+^CD44^lo^NK1.1^lo^); S1 (CD24^lo^CD44^lo^NK1.1^lo^); S2 (CD24^lo^CD44^hi^NK1.1^lo^); S3 (CD24^lo^CD44^hi^NK1.1^hi^)^15^,^16^. Differentiating iNKT cells switch from a predominant IL-4 secretion to predominant IFNγ production, a process termed TH2 to TH1 conversion^15^. However, NK1.1 is not expressed by many other mouse strains, including BALB/c mice, thereby impeding comparability of iNKT subtypes. Moreover, it was difficult to integrate IL-17 producing iNKT cells, discovered later, into the established concept^20^. iNKT cell differentiation is governed by key transcription factors PLZF, TBET, GATA3, THPOK and RORγt^21^,^22^ that serve as markers to define murine iNKT subtypes^23^. A subdivision of iNKT cells identified by expression of PLZF, TBET and RORγt matches well with the secretion of key cytokines IFNγ, IL-4 and IL-17, respectively^11^,^20^,^23^. Following the T_H_1/2/17-paradigm, iNKT cells can thus be defined as PLZF^lo^T-bet^+^RORγt^−^ iNKT1 (IFNγ^+^), PLZF^hi^T-bet^−^RORγt^−^ iNKT2 (IL-4^+^) and PLZF^int^T-bet^−^RORγt^+^ iNKT17 (IL-17^+^) cells providing a solid platform to also discriminate iNKT cells by their functional qualities^1^,^11^. Comparing the classical concept (S0–S3) with the recently described classification (iNKT1/2/17) it is evident that, neglecting sharp borders, iNKT2 cells correspond to more immature iNKT cells whereas iNKT1 cells represent terminally differentiated cells. However, iNKT2 cells actively secreting IL-4 cannot give rise to the more mature iNKT1 cells^23^, raising doubts of a straight-forward developmental programme executed by differentiating iNKT cells. An alternative differentiation pathway is that iNKT1, 2 and 17 cells develop directly from a common precursor. Despite these unresolved issues, the iNKT1/2/17-concept has gained quick acceptance.

Although transcriptome analyses of iNKT cells have been published^24^,^25^,^26^, only one study has provided new insights into iNKT cell function and development based on the iNKT1/2/17-classification^27^. In the study presented here, we used a simple gating strategy to investigate the transcriptomes of iNKT1, 2 and 17 cells from thymus of BALB/c and C57BL/6 mice. The results confirmed that a subdivision into iNKT1, 2 and 17 cells is suitable to characterize iNKT cells independent of the strain but also revealed candidate genes that may explain strain dependent variations in iNKT subset composition reported earlier^23^. We identify many genes that are expressed in a subtype specific fashion in both strains and by investigating corresponding mutant mice, we show that Fcɛr1γ and serpinB1 are involved in generating wild type (WT)-like iNKT subset compositions. Furthermore, we investigate the importance of receptors known to be important for migration of iNKT cells. Notably, we observe that iNKT17 cells express IL-4 to a substantial extent indicating a hitherto unrecognized heterogeneity in this subpopulation. Along these lines, CD4^−/lo^ iNKT1 cells differ from CD4^+^iNKT1 cells with respect to their NK-like phenotype. These observations indicate that not only iNKT2 but also iNKT1 and iNKT17 subsets are composed of at least two subpopulations. Nevertheless, in their entity the data broadly and impressively support the theoretical fundament of the iNKT1/2/17-concept.

## Results

### Transcriptome analysis of thymic iNKT subsets

iNKT1, 2 and 17 cells are usually identified by the expression pattern regarding transcription factors that requires permeabilization of the cells. However, Lee *et al*.^23^ showed that a combination of antibodies recognizing CD122, CD4 and CD27 is also suitable to identify iNKT subtypes among tetramer (tet)^+^ cells. We noted that already the use of CD122 and CD4 results in an adequate separation of tet^+^ gated thymocytes into iNKT1, 2 and 17 cells (Fig. 1a,b). This is proven by their homogeneous expression of PLZF and TBET (Fig. 1d). Next, we sorted iNKT cells of thymus of BALB/c and C57BL/6 (B6) mice into iNKT1, 2 and 17 cells according to the gating strategy shown in Fig. 1b. 

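The 3 subsets are named after helper T cells: iNKT1 cells make IFNγ, iNKT2 cells IL-4 and iNKT17 cells IL-17. Each sort pooled the thymi of 5 to 6 mice, and the 3 subsets of a sort came from the same pool. There were 2 sorts per strain, so 12 samples in 6 groups of n=2. Messenger RNA was labelled with 1 dye and hybridized to Agilent arrays carrying 39429 probes in 4 copies each. The signal of each array was scaled so that its upper quartile was 1500 RNA units (RU). The 4 copies of a probe were averaged after outlying and flagged copies were removed, and lower signals were set to a floor of 20 RU. Between 18988 and 22308 probes per array lay above background. Groups were compared with limma on log2 values, with 1 probe per gene. A gene was called when its adjusted p (Benjamini-Hochberg) was under 0.05 and its change at least 2-fold. Values are mean±s.d. over the 2 sorts. With n=2, simulated changes in genes well above the floor were found in 22% at 2-fold and 82% at 4-fold. The 2-fold limit of a call itself lowers the rate at 2-fold. A gene that was not called may therefore still differ. Each strain was sorted, hybridized and scanned on its own, which leaves strain and batch inseparable.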

RNA was prepared and samples processed for hybridization of Agilent chips as described in Methods. We performed two completely independent experiments each for BALB/c and B6 (GEO accession number GSE69120). Except for the heat maps, we display the results obtained as intensity data (RNA units (RU)) in bar diagrams as means±s.d. to illustrate that both analyses, for BALB/c as well as for B6, yielded consistent findings. Although this suggests a high degree of reliability, it should be noted that the low number of replicates, *n*=2, still represents an element of uncertainty. mRNA data reflecting expression of TBET (*Tbx21*), PLZF (*Zbtb16*), and RORγ,γt (*Rorc*) matched expectations (Fig. 1e) and expression patterns of *Ccl5*, *Il13* as well as *Il23r* are shown as further examples to demonstrate that the cell sorts were clean enough allowing reliable characterization of iNKT subsets based in their transcriptional profiles (Fig. 1f). 

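TBET drives the type 1 programme, PLZF the innate character of iNKT cells and RORγt the type 17 programme. CCL5 is a chemokine of cytotoxic cells, IL-13 a type 2 cytokine, and IL-23R the receptor that sustains IL-17 producers. *Tbx21* (NM_019507, probe on chromosome 11 of mm9 from 96959417 to 96959476) measured 38234±1957 RU in iNKT1 cells, 1218±91.0 in iNKT2 and 317±139.99 in iNKT17 of BALB/c mice (mean±s.d., n=2). It was called higher in iNKT1 than in iNKT2 cells (log2 fold change 4.97, SE 0.65, adjusted p = 0.00071) and than in iNKT17 cells (6.99, SE 0.65, adjusted p = 8.6e-05). In B6 it measured 35072±1311 RU in iNKT1 cells, 4856±1346 in iNKT2 and 4529.6±4543 in iNKT17 (log2 2.88 and 3.46, both called). *Zbtb16* was 8609±221 RU in iNKT1 cells, 49872±7128 in iNKT2 and 37704±3979.6 in iNKT17 in BALB/c, lower in iNKT1 than in iNKT2 (log2 fold change -2.53, SE 0.16, adjusted p = 1.1e-05) and not called between iNKT2 and iNKT17 (0.40, SE 0.16, adjusted p = 0.15, not called). *Rorc* reached 16963±2076 RU in BALB/c iNKT17 cells against 940.5±917 in iNKT1 (log2 fold change -4.63, SE 0.78, adjusted p = 0.0027) and 1567±1064 in iNKT2 (-3.62, SE 0.78, adjusted p = 0.014). Between B6 iNKT2 and iNKT17 its change was not called at a log2 fold change of -2.77 (SE 0.78, adjusted p = 0.10, 0.0050 with the sort as a block). *Ccl5* was 360640±128250 RU in iNKT1 cells, 411±1.71 in iNKT2 and 974±985 in iNKT17 in BALB/c, and *Il13* 119±57.2 RU in iNKT1 cells, 5321±963 in iNKT2 and 172±10.3 in iNKT17. *Il23r* was 147±180.2 RU in iNKT1 cells, 518±21.2 in iNKT2 and 16243±2305 in iNKT17, with the change between iNKT2 and iNKT17 at a log2 fold change of -4.97 (SE 1.07, adjusted p = 0.014) in BALB/c and -4.24 (SE 1.07, adjusted p = 0.064, 0.035 with the sort as a block, not called) in B6. Over the 6 genes, BALB/c iNKT1 against iNKT17 gave 2 higher and 3 lower of 6 tested (the same adjusted over the list alone). The paper shows these genes from the same samples, so the count is not independent evidence. *Tbx21* was not called between B6 iNKT1 and iNKT2 without B6 iNKT1 replicate 1 or 2 (0.12 and 0.092) or B6 iNKT2 replicate 1 or 2 (0.073 and 0.13). *Tbx21* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.086 and 0.074). *Rorc* was not called between BALB/c iNKT2 and iNKT17 without BALB/c iNKT2 replicate 1 (0.10) or BALB/c iNKT17 replicate 1 or 2 (0.059 and 0.079). *Il23r* was not called between BALB/c iNKT2 and iNKT17 without BALB/c iNKT2 replicate 1 or 2 (0.066 and 0.062) or BALB/c iNKT17 replicate 1 or 2 (0.073 and 0.064).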

CCL5 is produced by activated NK cells and among iNKT cells, iNKT1 cells resemble most NK cells (see later). IL-13 is expressed by iNKT2 but not iNKT1 and iNKT17 cells^28^ and the receptor for IL-23 is critically involved in IL-17 expression by iNKT17 cells^22^. 

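A subset can be described by the genes it switches on and by those it shares with 1 other subset. Some of the genes sorted here in that way encode survival factors (*Bcl2*), growth factor receptors (*Igf1r*), chemokine receptors (*Ccr10*) and transcription factors (*Nfil3*). Of 13 genes shown as iNKT1 genes, BALB/c iNKT1 against iNKT2 cells gave 13 higher and 0 lower of 13 tested (the same adjusted over the list alone), and iNKT1 against iNKT17 12 higher and 0 lower of 13 tested. *Bcl2* (NM_177410, probe on chromosome 1 of mm9 from 108608970 to 108609029) was 5277±1915 RU in iNKT1 cells, 554±108 in iNKT2 and 487±29.8 in iNKT17 in BALB/c (iNKT1 against iNKT2 log2 fold change 3.22, SE 0.32, adjusted p = 0.00014). *Tyrobp* encodes an adaptor of activating NK receptors and was not called in B6 between iNKT1 and iNKT2 (log2 fold change 2.49, SE 0.98, adjusted p = 0.14, 0.013 with the sort as a block) or iNKT17 (3.03, SE 0.98, adjusted p = 0.11, 0.0078 with the sort as a block). Of 5 genes shown as iNKT2 genes, BALB/c iNKT2 against iNKT17 cells gave 4 higher and 0 lower of 5 tested (the same adjusted over the list alone), the exception being *Egr2*, a TCR-induced transcription factor (log2 fold change 0.82, SE 0.17, adjusted p = 0.011, not called). Of 12 iNKT17 genes, BALB/c iNKT2 against iNKT17 gave 0 higher and 11 lower of 12 tested (the same adjusted over the list alone). *Igf1r* was 223±176 RU in iNKT1 cells, 1855±262 in iNKT2 and 24215±3986 in iNKT17 (iNKT1 against iNKT17 log2 fold change -7.02, SE 0.57, adjusted p = 4.4e-05). All 5 genes shown in iNKT2 and iNKT17 were lower in BALB/c iNKT1 than in either, as *Ccr10* was (-2.90, adjusted p = 0.0016, then -2.80, adjusted p = 0.0018). All 6 shown in iNKT1 and iNKT17 were higher in BALB/c iNKT1 than in iNKT2 and none was called between iNKT1 and iNKT17, with *Nfil3* at 2510.0±159.8 RU in iNKT1 cells, 80.3±39.7 in iNKT2 and 2419±154 in iNKT17. In B6 the iNKT1 genes gave 10 higher and 0 lower of 13 tested (12 and 0 adjusted over the list alone) in iNKT1 against iNKT2 and 10 higher and 0 lower of 13 tested (12 and 0 adjusted over the list alone) against iNKT17. In B6 iNKT2 against iNKT17 the iNKT2 genes gave 4 higher and 0 lower of 5 tested and the iNKT17 genes 0 higher and 9 lower of 12 tested (0 and 10 adjusted over the list alone). Those of iNKT2 and iNKT17 gave 0 higher and 5 lower of 5 tested in B6 iNKT1 against iNKT2 and 0 higher and 4 lower of 5 tested (0 and 5 adjusted over the list alone) against iNKT17. Those of iNKT1 and iNKT17 gave 6 higher and 0 lower of 6 tested and 2 higher and 0 lower of 6 tested. The lists are those of a heat map of the same samples, so the counts are not independent evidence.

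Unnamed probes, predicted transcripts without a symbol and RIKEN clones were passed over. From the other genes called in both strains, the 5 with the largest difference to the nearer of the other subsets were taken for each subset. For iNKT1 they were *Klre1*, *Styk1*, *Sulf2*, *Klra6* and *Ccl5*, which encode 2 NK receptors, a kinase, a sulphatase and a chemokine. In iNKT2 cells the rule gave *Rprm*, *Pcolce2*, *Dlk1*, *Nos1* and *Lratd1*, among them a cell cycle inhibitor and the neuronal nitric oxide synthase. For iNKT17 it gave *Kcnk1*, *Dkk3*, *Npl*, *Mapk10* and *Stab2*, which include a potassium channel and a stress kinase. *Styk1* was 1113±113 RU in iNKT1 cells, 20±0 in iNKT2 (below background) and 20±0 in iNKT17 (below background) in BALB/c. *Nos1* was 47.7±4.39 RU in iNKT1 cells (below background), 1087±41.2 in iNKT2 and 142±13.9 in iNKT17 there and 189±32.8 RU in iNKT1 cells, 2714±492 in iNKT2 and 333±16.3 in iNKT17 in B6 (iNKT2 against iNKT17 log2 fold change 2.94, SE 0.25, adjusted p = 0.00013 and 3.02, SE 0.25, adjusted p = 0.00085). *Mapk10* was 18545±14495 RU in BALB/c iNKT17 cells and 5371±2128 in B6 iNKT17 cells (iNKT1 against iNKT17 log2 fold change -7.17, SE 0.98, adjusted p = 0.00080 and -7.40, SE 0.98, adjusted p = 0.0019, at least 128-fold).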

The heat map in Fig. 2a depicts a series of genes displaying subtype specific expression. 

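A pairwise comparison asks how much of the transcriptome separates 2 sorted subsets. In BALB/c, 1914 of 15585 tested genes were called between iNKT1 and iNKT2 cells, 879 of them higher in iNKT1. Between iNKT1 and iNKT17, 1890 of 15784 were called, with 887 higher in iNKT1. The closest BALB/c pair, iNKT2 and iNKT17, differed in 1467 of 15821 genes, of which 757 were higher in iNKT2. For B6 the counts were 1487 of 16653 (634 higher in iNKT1) between iNKT1 and iNKT2. They were 1038 of 16587 (435 higher in iNKT1) between iNKT1 and iNKT17 and 593 of 16510 (227 higher in iNKT2) between iNKT2 and iNKT17. Leaving out 1 B6 array at a time moved these 3 counts most. Without iNKT1 replicate 1 the count between B6 iNKT1 and iNKT2 was 735, and without iNKT2 replicate 1 it was 807. Without the second replicates of iNKT1 and iNKT2 it was 880 and 774. Between B6 iNKT1 and iNKT17 it was 464 without iNKT1 replicate 1, 506 without iNKT1 replicate 2 and 454 without iNKT17 replicate 2. Between B6 iNKT2 and iNKT17 it was 233 without iNKT2 replicate 1, 322 without iNKT2 replicate 2 and 216 without iNKT17 replicate 2. With the sort as a block this last comparison gave 948 genes.

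**Figure D1:**
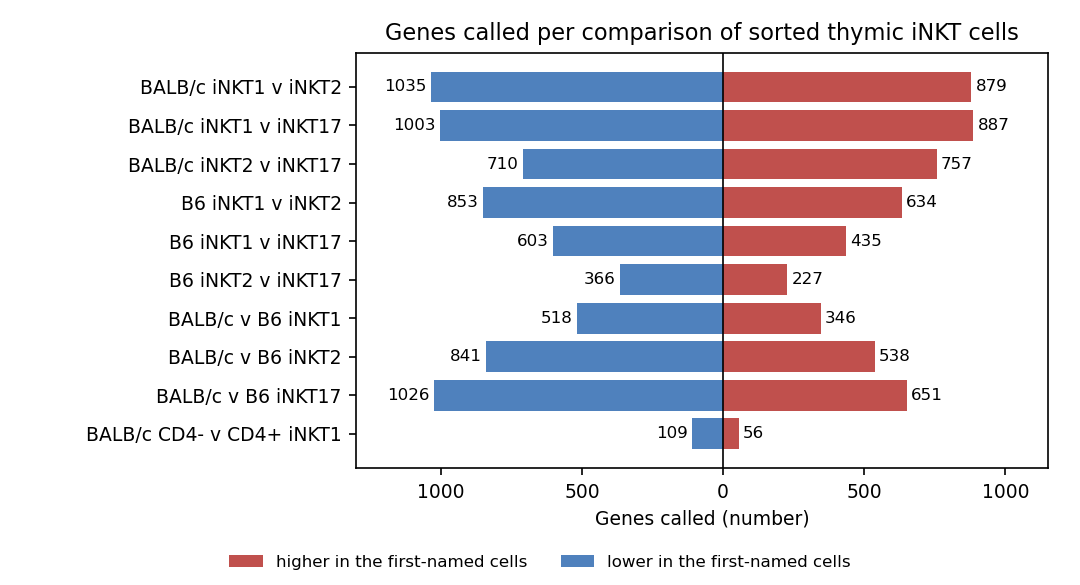
Number of genes called higher (red, to the right) and lower (blue, to the left) in the first-named cells of 10 comparisons, limma adjusted p under 0.05 and at least 2-fold. Among subset comparisons the counts run from 593 for B6 iNKT2 against iNKT17 to 1914 for BALB/c iNKT1 against iNKT2.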

Global analysis of the chip data reveals that within given margins (legend to Fig. 2) nearby 20,000 genes were low to not expressed in pairwise comparisons of iNKT subtypes, whereas ∼10,000 genes were expressed but did not differ substantially in expression strength (less than twofold, Fig. 2b). 

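The classes of Fig. 2b rest on signal and ratio within each sort, without a test. A transcript was taken as unique to a subset when it exceeded 500 RU there and was more than 2-fold above the other subset in the same sort. In BALB/c, 1049.5±220 probes (mean±s.d., n=2) were unique to iNKT1 and 1102.5±390 to iNKT2 cells in that pair. For iNKT1 and iNKT17 the numbers were 1053±39.6 and 1030±211, and for iNKT2 and iNKT17 895±82.0 and 804±58.0. In B6 they were 759±87.7 and 929.5±40.3 for iNKT1 and iNKT2 and 689±293 and 676.5±170 for iNKT1 and iNKT17. They were 507±190 and 465±17.0 for B6 iNKT2 and iNKT17. Shared transcripts ranged from 11946±659 in BALB/c iNKT1 and iNKT2 to 12902.5±163 in B6 iNKT2 and iNKT17. Transcripts low in both ranged from 25331±49.5 to 25554.5±43.1 in the same 2 pairs. The classes cover all 39429 probes, so a gene with several probes counts several times, while the legend of Fig. 2 counts genes. With 1 probe per gene, BALB/c iNKT1 and iNKT2 gave 868±189.5 and 838±257 unique, 9815±554 shared and 18978±107.5 low.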

Approximately 300–600 transcripts were classified unique. 

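Genes can differ between BALB/c and B6 because of their regulation, or because a strain's transcript lacks the sequence that a probe binds. Of 16237 genes tested in iNKT1 cells, 864 were called between the strains, 346 of them higher in BALB/c. In iNKT2 cells 1379 of 16430 were called (538 higher in BALB/c), and in iNKT17 cells 1677 of 16434 (651 higher). A set of 160 genes was higher in BALB/c in all 3 subsets and 252 were higher in B6. Without BALB/c iNKT1 replicate 1, the iNKT1 count was 501, and without the 2 B6 iNKT1 arrays in turn it was 425 and 449. The iNKT2 count was 815 without B6 iNKT2 replicate 1 and 672 without replicate 2. For iNKT17 it was 1068 without BALB/c iNKT17 replicate 1 and 1103 without B6 iNKT17 replicate 2. *Pianp* (NM_175696, probe on chromosome 6 of mm9 from 124953048 to 124953107), a membrane protein gene, was 4017±708 RU in iNKT1 cells, 2853±637 in iNKT2 and 2868±188 in iNKT17 in BALB/c and 20.0±0.0486 RU in iNKT1 cells (below background), 20±0 in iNKT2 (below background) and 20±0 in iNKT17 (below background) in B6 (iNKT1 log2 fold change 7.64, SE 0.26, adjusted p = 3.6e-07, at least 107.3-fold). *Trim12a*, of an antiviral gene family, was 73.3±27.9 RU in iNKT1 cells, 48.7±4.504 in iNKT2 (below background) and 22.0±2.85 in iNKT17 (below background) in BALB/c and 24949.8±905 RU in iNKT1 cells, 16637±13.3 in iNKT2 and 15434±2466 in iNKT17 in B6 (iNKT1 log2 fold change -8.47, SE 0.27, adjusted p = 3.3e-07). The rule for all 3 subsets also named *Gbp2b*, *Scg5*, *Atp6v0e2* and *Sfi1* for BALB/c. For B6 it named *Zfp874a*, *Gpnmb*, *Oasl2* and *H19*. *Gbp2b*, an interferon-induced GTPase, was 3787±1114 RU in BALB/c iNKT1 cells and at the floor in B6 (log2 fold change 7.53, SE 0.35, adjusted p = 3.8e-06, at least 99.7-fold). *H19*, an imprinted RNA, gave a log2 fold change of -5.09 (SE 0.35, adjusted p = 4.4e-05) in iNKT1 cells, and -6.18 and -6.79 in iNKT2 and iNKT17. Of the genes shown as BALB/c-biased, iNKT17 cells gave 10 higher and 0 lower of 11 tested, and *Ptger4*, a prostaglandin receptor, was called in none. Of those shown as B6-biased, all 6 found on the array were lower in BALB/c iNKT2 and iNKT17 cells, and in iNKT1 all but *Nsg2* (log2 fold change 0.93, SE 0.22, adjusted p = 0.039, not called). Both lists are those of a heat map of these samples and are not independent evidence.

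Lists of cell cycle, interferon response, MHC and housekeeping genes, fixed in advance, were compared between the strains. Of the cell cycle list, BALB/c iNKT17 cells gave 0 higher and 21 lower of 30 tested (0 and 22 adjusted over the list alone) with a median log2 of -2.12, iNKT2 cells 0 higher and 10 lower of 30 tested (0 and 16 adjusted over the list alone) with a median of -1.11 and iNKT1 cells 0 higher and 1 lower of 30 tested (the same adjusted over the list alone) with a median of -0.30. Markers of CD4+CD8+ thymocytes gave 1 higher and 2 lower of 9 tested (1 and 5 adjusted over the list alone) with a median of -2.74 in iNKT17, 3 higher and 1 lower of 9 tested (4 and 1 adjusted over the list alone) with a median of 1.47 in iNKT2 and 2 higher and 0 lower of 9 tested (the same adjusted over the list alone) with a median of 1.21 in iNKT1 cells. Markers of naive T cells gave 0 higher and 4 lower of 10 tested (0 and 6 adjusted over the list alone) with a median of -1.41, 0 higher and 4 lower of 11 tested (0 and 5 adjusted over the list alone) with a median of -1.12 and 0 higher and 0 lower of 11 tested (the same adjusted over the list alone) with a median of 0.03 in the same order. The direction of the cell cycle list held under normexp background correction, quantile scaling, no floor and the deposited table, with iNKT17 medians of -2.145 to -1.962. No scaling moved the median of all genes by over 0.1. *Bub1*, a mitotic checkpoint kinase, was 55.9±5.03 RU in BALB/c and 1077±423 in B6 iNKT17 cells (log2 fold change -4.21, SE 0.37, adjusted p = 0.00014). Interferon response genes were 0 higher and 4 lower of 24 tested (0 and 5 adjusted over the list alone) in iNKT1, 0 higher and 4 lower of 24 tested in iNKT2 and 0 higher and 5 lower of 24 tested in iNKT17. *Oasl2*, *Oasl1*, *Rsad2* and *Usp18* were lower in BALB/c in all 3. MHC genes were 1 higher and 0 lower of 24 tested, 1 higher and 3 lower of 25 tested (2 and 4 adjusted over the list alone) and 0 higher and 2 lower of 25 tested (0 and 3 adjusted over the list alone) in the same order. *Cd74*, the MHC class II chaperone, gave a log2 fold change of -4.95 (SE 0.67, adjusted p = 0.0017) in iNKT2 cells, where *H2-Aa* and *H2-DMa* of MHC class II were also lower. Markers of myeloid and dendritic cells gave 0 higher and 2 lower of 13 tested (0 and 3 adjusted over the list alone) in iNKT2 cells, with a median of -1.26. Of 12 housekeeping genes only *Ubc*, for ubiquitin, was called, with log2 -1.16, -1.603 and -1.10. Each strain was sorted and scanned separately, and no sample separates strain from batch.

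**Figure D2:**
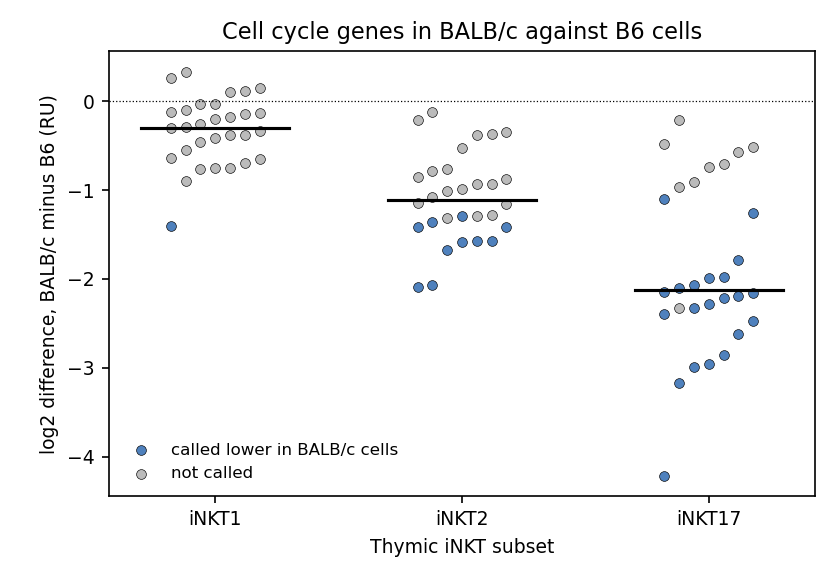
Log2 difference of BALB/c minus B6 for each cell cycle gene in iNKT1, iNKT2 and iNKT17 cells, with genes called lower in BALB/c in blue, genes not called in grey and the median as a black line. The medians are -0.30, -1.11 and -2.12.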

Even though the vast majority of genes exhibit an expression pattern identical or highly similar between cells of BALB/c and B6 origin, a noticeable set of genes differ in their expression when comparing iNKT subsets of these two mouse strains (Fig. 2c,d; Supplementary Table 1).

### Expression of the TCR complex characterizes iNKT subtypes

Interestingly, apart from CD4 (ref. 29), marked iNKT subtype specific variations exist in the expression of several genes implicated in TCR signalling. mRNAs coding for CD3ɛ but also CD3δ and CD3γ are highly and equally well expressed among all iNKT subsets (Fig. 3a). However, when dissecting iNKT subpopulations as shown in Fig. 1a (right panel), it is clear that their CD3ɛ/TCR-expression is different in strength depending on the iNKT subtype (Fig. 1c, left panel). Therefore, in case of CD3ɛ the amount of mRNA expressed doesn't correspond to the level of protein detected on the surface of the cells. In contrast, the mRNA signal intensity for the CD3ζ chain (CD247) (Fig. 3b) varies greatly depending on the iNKT subtype and its expression levels mirrors the amount of TCR or CD3ɛ detected on the surface of the corresponding iNKT cell subtypes (Fig. 1c, right panel). This observation suggests that the CD3ζ chain is an important determinant governing levels of TCR surface expression^30^ thereby influencing the strength of the TCR signal. 

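CD3ε, CD3δ and CD3γ are the chains that assemble with the TCR and carry its signal into the cell. *Cd3e* (NM_007648, probe on chromosome 9 of mm9 from 44806828 to 44806887) measured 110401±4119 RU in iNKT1 cells, 95071±17833 in iNKT2 and 138966±1996 in iNKT17 in BALB/c (mean±s.d., n=2) and 139062±3935 RU in iNKT1 cells, 104710±8026 in iNKT2 and 119785±11018 in iNKT17 in B6. Its largest change, iNKT2 against iNKT17 in BALB/c, was a log2 fold change of -0.56 (SE 0.16, adjusted p = 0.053, not called). *Cd3d* was 253591±1337 RU in iNKT1 cells, 248008±20964 in iNKT2 and 244521±33753 in iNKT17 in BALB/c (iNKT1 against iNKT2 log2 fold change 0.03, SE 0.15, adjusted p = 0.92, not called). *Cd3g* was 185390±29716 RU in iNKT1 cells, 180407±36173 in iNKT2 and 204373±997 in iNKT17 (iNKT1 against iNKT2 log2 fold change 0.04, SE 0.19, adjusted p = 0.92, not called). None of the 3 genes was called in any of the 6 subset comparisons. The design missed most 2-fold changes in the simulated data, a rate not worked out for genes as bright as these. The differences of *Cd3d* and *Cd3g* between BALB/c iNKT1 and iNKT2 lay well under 2-fold beside their SE.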

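CD247 (CD3ζ) carries most of the signalling motifs of the TCR complex and limits how much receptor reaches the surface. *Cd247* (NM_031162, probe on chromosome 1 of mm9 from 167786567 to 167787585) was 4989±692 RU in iNKT1 cells, 39210.4±6761 in iNKT2 and 19356±6448 in iNKT17 in BALB/c (mean±s.d., n=2). It was lower in iNKT1 than in iNKT2 (log2 fold change -2.97, SE 0.27, adjusted p = 8.0e-05) and iNKT17 cells (-1.92, SE 0.27, adjusted p = 0.00087). It was higher in iNKT2 than in iNKT17 (1.05, SE 0.27, adjusted p = 0.031). In B6 it was 3843±1055 RU in iNKT1 cells, 8960.4±1355 in iNKT2 and 5379±174 in iNKT17 (iNKT1 against iNKT2 log2 fold change -1.24, SE 0.27, adjusted p = 0.016, against iNKT17 -0.51, SE 0.27, adjusted p = 0.35, not called). A second *Cd247* probe on the array did not follow the first. Its log2 changes in BALB/c were -0.08, -0.28 and -0.20 for the same 3 comparisons, and 0.70 in B6 iNKT1 against iNKT2. The arrays hold no further probe to decide between them. The paper states that the level follows the amount of TCR on the surface of each subset. It also stained CD247 protein in permeabilized cells and shows levels that differ between the subsets. *Cd247* was not called between BALB/c iNKT2 and iNKT17 without BALB/c iNKT2 replicate 1 or 2 (0.16 and 0.053) or BALB/c iNKT17 replicate 2 (0.19). *Cd247* was not called between B6 iNKT1 and iNKT2 without B6 iNKT1 replicate 1 (0.14) or B6 iNKT2 replicate 1 or 2 (0.12 and 0.055).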

Interestingly, the low expression of CD3ζ in iNKT1 cells coincides with a strong mRNA signal for the FcɛR1γ chain (Fig. 3b) that is part of the high-affinity receptor for IgE and can also pair with the CD3ζ chain in the NCR1 signalling adaptor^31^ as well as the TCR complex^32^,^33^. This modified complex is likely to trigger altered TCR signalling^34^. Indeed, in thymus of BALB/cByJ mice deficient for the FcɛR1γ chain iNKT cells are reduced in frequency but not number as compared with WT (Fig. 3c, please note that the strain BALB/cByJ differs from the commonly used strain BALB/c). 

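FcεR1γ is an adaptor that passes signals from Fc receptors and from NK receptors such as NCR1. *Fcer1g* (NM_010185, probe on chromosome 1 of mm9 from 173159794 to 173159853) was 152106±7482 RU in iNKT1 cells, 379.7±56.2 in iNKT2 and 1173±680.2 in iNKT17 in BALB/c (mean±s.d., n=2). iNKT1 cells gave a log2 fold change of 8.65 (SE 0.62, adjusted p = 2.2e-05) against iNKT2 and 7.15 (SE 0.62, adjusted p = 5.9e-05) against iNKT17 cells. In B6 it was 105150±3179 RU in iNKT1 cells, 4078±2556 in iNKT2 and 7789±6236 in iNKT17 (log2 fold change 4.85, SE 0.62, adjusted p = 0.0012, and 4.03, SE 0.62, adjusted p = 0.0043). Between BALB/c and B6 iNKT1 cells the difference was not called (log2 fold change 0.53, SE 0.62, adjusted p = 0.72).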

More precisely, iNKT1 cell frequency and number are lower compared with WT controls whereas those of iNTK2 increase. In periphery, differences regarding composition of iNKT subtypes are not evident (spleen) or much less pronounced (liver) when comparing knock-out and WT animals although overall frequency of iNKT cells is decreased in spleen (Supplementary Fig. 1a,b). Most likely, not only does this phenomenon reflects the well-known capacity of peripheral iNKT cells to propagate and differentiate but also indicates that the maturation pathways or kinetics in thymus differ from those in periphery^35^. These results were confirmed when iNKT subsets were identified based on their expression of PLZF and RORγt (Supplementary Fig. 1c,d). Moreover, the chip data reveal a high and very specific expression of the B lymphoid tyrosine kinase (*Blk*) in iNKT17 cells which is involved in signalling via surface bound BCR on B cells (Fig. 3b). 

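BLK is a Src family kinase first described in B cells, and it is one of the kinases that can start antigen receptor signalling. *Blk* (NM_007549, probe on chromosome 14 of mm9 from 63997333 to 63998470) was 282±84.7 RU in iNKT1 cells, 856±90.8 in iNKT2 and 32709.6±3222 in iNKT17 in BALB/c and 75.7±5.12 RU in iNKT1 cells, 519.9±392 in iNKT2 and 10154±2966 in iNKT17 in B6 (mean±s.d., n=2). In BALB/c, iNKT1 against iNKT17 gave a log2 fold change of -6.89 (SE 0.48, adjusted p = 1.9e-05) and iNKT2 against iNKT17 -5.26 (SE 0.48, adjusted p = 0.00016). The B6 values were -7.04 (SE 0.48, adjusted p = 9.9e-05) and -4.497 (SE 0.48, adjusted p = 0.0015). The B cell gene *Cd79b* was 979±284 RU in iNKT1 cells, 189±88.9 in iNKT2 and 2399±1346 in iNKT17 in BALB/c. It was called between iNKT2 and iNKT17 (log2 fold change -3.63, SE 0.83, adjusted p = 0.019). Of 12 B cell markers 9 lay below background in this comparison, and the list gave 0 higher and 1 lower of 3 tested (the same adjusted over the list alone). The cells were sorted as B220-. *Cd79b* was not called between BALB/c iNKT2 and iNKT17 without BALB/c iNKT2 replicate 1 (0.11) or BALB/c iNKT17 replicate 2 (0.13).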

Although not being part of the TCR complex, BLK influences TCR signalling in γδT cells and it is crucially involved in development of γδT effector cells producing IL-17 (ref. 36). Thus, each subset of iNKT cells may have developed unique TCR-signalling features suitable to support their specialized effector functions and probably also their differentiation.

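Signalling from the TCR runs through kinases, adaptors and phosphatases that set how strongly and how long a cell responds. Of 31 genes of TCR signalling fixed in advance, BALB/c iNKT1 against iNKT2 cells gave 6 higher and 2 lower of 31 tested (the same adjusted over the list alone). Against iNKT17 it was 6 higher and 3 lower of 31 tested, and iNKT2 against iNKT17 gave 4 higher and 2 lower of 31 tested (5 and 2 adjusted over the list alone). In B6 the counts were 3 higher and 3 lower of 31 tested, 2 higher and 2 lower of 31 tested and 1 higher and 2 lower of 31 tested. *Syk* (NM_011518, probe on chromosome 13 of mm9 from 52744088 to 52744147), a kinase that binds phosphorylated FcεR1γ and CD3ζ, was 646±35.7 RU in iNKT1 cells, 109±15.0 in iNKT2 and 45.5±26.1 in iNKT17 in BALB/c (mean±s.d., n=2). Its change between iNKT1 and iNKT17 was a log2 fold change of 3.96 (SE 0.47, adjusted p = 0.00033) in BALB/c and -0.36 (SE 0.47, adjusted p = 0.73, not called) in B6, and the 2 changes differed (log2 fold change 4.32, SE 0.66, adjusted p = 0.017). *Ubash3a*, a phosphatase that dampens TCR signals, gave a log2 fold change of 5.44 (SE 0.45, adjusted p = 4.5e-05) in BALB/c and 2.15 (SE 0.45, adjusted p = 0.018) in B6 (difference log2 fold change 3.29, SE 0.63, adjusted p = 0.040). *Themis*, which tunes TCR signals during thymic selection, gave a log2 fold change of 1.92 (SE 0.31, adjusted p = 0.0023) and -1.29 (SE 0.31, adjusted p = 0.036) (difference log2 fold change 3.21, SE 0.44, adjusted p = 0.012). Between the strains, iNKT17 cells gave 2 higher and 5 lower of 31 tested. The paper proposes from its own genes that each subset has its own TCR signalling features. The list of 31 genes includes *Fcer1g*, *Cd247* and *Blk* of the paper, so its counts are not independent evidence. *Syk* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT1 replicate 1 or 2 (0.064 and 0.065), BALB/c iNKT17 replicate 1 (0.052), B6 iNKT1 replicate 1 or 2 (0.087 and 0.071) or B6 iNKT17 replicate 2 (0.053). *Ubash3a* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.12 and 0.095) or B6 iNKT17 replicate 1 or 2 (0.051 and 0.15). *Ubash3a* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT1 replicate 1 or 2 (0.13 and 0.10), BALB/c iNKT2 replicate 1 or 2 (0.052 and 0.052), BALB/c iNKT17 replicate 1 (0.054), B6 iNKT1 replicate 1 or 2 (0.14 and 0.16), B6 iNKT2 replicate 1 or 2 (0.077 and 0.077) or B6 iNKT17 replicate 1 or 2 (0.13 and 0.081). *Themis* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.21 and 0.13), B6 iNKT2 replicate 1 or 2 (0.060 and 0.060) or B6 iNKT17 replicate 1 or 2 (0.064 and 0.27). *Themis* was not called for the difference between strains in iNKT1 against iNKT17 without B6 iNKT1 replicate 1 or 2 (0.069 and 0.059).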

### iNKT17 cells can express IL-4 along with IL-17

With respect to the key cytokines, IFNγ is strongly expressed in iNKT1 cells and IL-17 mRNA is only detectable in iNKT17 cells (Fig. 4a). 

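IFNγ activates macrophages and IL-17A recruits neutrophils, and they are the lead cytokines of the type 1 and type 17 programmes. *Ifng* (NM_008337, probe on chromosome 10 of mm9 from 117882841 to 117882900) was 20389.8±415 RU in iNKT1 cells, 197±21.6 in iNKT2 and 281±284 in iNKT17 in BALB/c and 8815±1109.9 RU in iNKT1 cells, 749±86.6 in iNKT2 and 604±690.4 in iNKT17 in B6 (mean±s.d., n=2). It was higher in BALB/c iNKT1 than in iNKT2 (log2 fold change 6.70, SE 0.97, adjusted p = 0.0012) and iNKT17 cells (6.69, SE 0.97, adjusted p = 0.0011). The same held in B6 (3.56, SE 0.97, adjusted p = 0.042, and 4.62, SE 0.97, adjusted p = 0.018). *Il17a* was 20±0 RU in iNKT1 cells (below background), 20±0 in iNKT2 (below background) and 209±75.2 in iNKT17 in BALB/c and 20±0 RU in iNKT1 cells (below background), 20±0 in iNKT2 (below background) and 127±26.1 in iNKT17 in B6. The change from iNKT1 to iNKT17 was a log2 fold change of -3.34 (SE 0.32, adjusted p = 9.4e-05, at least 5.29-fold) in BALB/c and -2.65 (SE 0.32, adjusted p = 0.0011, at least 3.37-fold) in B6. With a normexp background correction and an offset of 50 the *Il17a* difference was not called. *Ifng* was not called between B6 iNKT1 and iNKT2 without BALB/c iNKT1 replicate 1 or 2 (0.063 and 0.062), BALB/c iNKT2 replicate 1 or 2 (0.057 and 0.056), B6 iNKT1 replicate 1 or 2 (0.17 and 0.17) or B6 iNKT2 replicate 1 or 2 (0.19 and 0.16). *Ifng* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.10 and 0.11) or B6 iNKT17 replicate 2 (0.12).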

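IL-4 is the lead cytokine of type 2 responses, and thymic iNKT2 cells make it at rest. *Il4* (NM_021283, probe on chromosome 11 of mm9 from 53426076 to 53426135) was 2187±563 RU in iNKT1 cells, 49038±13932 in iNKT2 and 10338±1472 in iNKT17 in BALB/c and 10117±126 RU in iNKT1 cells, 38532±2869 in iNKT2 and 10153±190.02 in iNKT17 in B6 (mean±s.d., n=2). In BALB/c, iNKT2 exceeded iNKT17 (log2 fold change 2.22, SE 0.23, adjusted p = 0.00028), and iNKT17 exceeded iNKT1 (iNKT1 against iNKT17 log2 fold change -2.26, SE 0.23, adjusted p = 0.00012). In B6, iNKT2 against iNKT17 gave a log2 fold change of 1.92 (SE 0.23, adjusted p = 0.0021), and iNKT1 against iNKT17 a log2 fold change of 0.00 (SE 0.23, adjusted p = 0.99, not called). The change between iNKT1 and iNKT17 differed between the strains (log2 fold change -2.25, SE 0.32, adjusted p = 0.013). *Il13*, the other iNKT2 cytokine, differed more between BALB/c iNKT2 and iNKT17 cells (log2 fold change 4.94, SE 0.38, adjusted p = 7.9e-05). The paper holds contamination by iNKT2 cells to be unlikely. *Il4* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT17 replicate 1 (0.054) or B6 iNKT1 replicate 1 or 2 (0.070 and 0.074).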

Note that the signal intensity is low wherefore the bars visible for iNKT1 and iNKT2 cells represent background intensity and not bona fide signals. mRNA coding for IL-4 is not only present in iNKT2 cells but also in iNKT17 to a low yet significant extent rendering it unlikely that cross-contaminating iNKT2 were causing it. Since it is known that some iNKT cells express both, IL-4 and IFNγ, at the same time^37^,^38^, we applied a protocol allowing the simultaneous detection by flow cytometry of the three key cytokines IFNγ, IL-4 and IL-17 in PMA/ionomycin stimulated iNKT cells sorted from BALB/c and B6 thymi (Fig. 4b). The cytokine expression profiles of BALB/c iNKT cells differ profoundly from B6 cells but much of these differences are caused by the very different subset composition of the thymic iNKT cells (Supplementary Fig. 2b,c). For example, iNKT1 cells producing IFNγ prevail in B6 and therefore IFNγ^+^ cells are more frequent when compared with BALB/c (Fig. 4b). Cells of both strains have in common subpopulations expressing either cytokine alone as well as cells expressing IL-4 along with IFNγ but also cells expressing IL-4 and IL-17 simultaneously. Notably, cells expressing IFNγ and IL-17 are extremely rare in both, BALB/c and B6 thymus. To investigate more thoroughly the subtype origin of the cytokine single or double producing cells, iNKT cells sorted into iNKT1, 2 and 17 subpopulations (Fig. 1b) were stimulated with PMA/ionomycin and their cytokine expression profile assessed by flow cytometry (Fig. 4c). As expected, BALB/c iNKT1 cells produce IFNγ to a large extent and roughly 10% of these cells are IFNγ^+^IL-4^+^. Approximately 50% of BALB/c iNKT2 cells produce IL-4 and about 10% of these are IL-4^+^IL-17^lo-hi^. The IL-17 signal of these cells is not homogeneous but scatters along the IL-17 axis. A considerable percentage of iNKT2 cells are IFNγ^+^IL-4^+^. Approximately 70–80% of BALB/c iNKT17 cells are IL-17^+^ but roughly half of these cells also produce IL-4 although the signal intensity of the IL-4 signal among the double producers is lower than that observed in the iNKT2 IL-4^+^IL-17^lo-hi^ cells. The quite different appearance of the cytokine double producers, IL-4^+^IL-17^lo-hi^ versus IL-4^lo^IL-17^+^, present among iNKT2, and iNKT17 cells, respectively, makes it unlikely that they originated from mutual cross-contamination during iNKT sorts but rather identifies them as separate constituents of the iNKT2 and iNKT17 cell pool. This is supported by the observation that BALB/c iNKT2 cells expressing IL-17 are RORγt^−^ whereas all other IL-17^+^ iNKT cells (presumably iNKT17 cells) express RORγt (Supplementary Fig. 3a). The pronounced simultaneous production particularly of IL-4 and IL-17 by iNKT17 cells reported here may be provoked by the massive and somewhat artificial PMA/ionomycin stimulation. Therefore, sorted iNKT17 cells from BALB/c thymus were stimulated *in vitro* with anti CD3/CD28 antibody to mimic a more physiological setting. Expectedly, this results in a less robust cytokine production but also under these conditions, a population of IL-4^lo^IL-17^+^ cells is clearly detectable (Supplementary Fig. 3b). iNKT subpopulations sorted from B6 thymus show on PMA/ionomycin stimulation cytokine expression profiles that are similar to those obtained from the BALB/c cells although variations exist regarding the frequency of distinct cytokine expressing cells. However, the purity of sorted iNKT17 cells is lower than in case of BALB/c probably because the preponderance of iNKT1 cells present among B6 tet^+^ cells results in a certain degree of contamination during the sort. Neglecting these technical limitations, also in B6 it is evident that iNKT17 cells are composed of IL-17^+^ and IL-4^lo^Il-17^+^ cells. Moreover, iNKT2 cells encompass a small but significant fraction of IL-4^+^IL17^lo-hi^ cells.

### Expression of receptors required for migration

iNKT cells express various chemokine receptors and migrate in response to chemokines^18^. However, unlike naïve T cells iNKT cells are rather sessile and recirculate only modestly^17^. Therefore, for iNKT cells the chemokine/receptor-system may be of primordial importance for processes like intra-organ localization/retention or guiding iNKT cells freshly released from thymus to peripheral organs^39^,^40^. 

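CXCR6 guides iNKT cells to the liver, where its ligand CXCL16 lines the sinusoids. *Cxcr6* (NM_030712, probe on chromosome 9 of mm9 from 123720719 to 123720778) measured 202842±28949.9 RU in iNKT1 cells, 76631±11989 in iNKT2 and 198936±35808 in iNKT17 of BALB/c mice and 164647±2306 RU in iNKT1 cells, 96395±5001 in iNKT2 and 176733±5619.7 in iNKT17 of B6 mice (mean±s.d., n=2). It was lower in BALB/c iNKT2 than in iNKT1 (iNKT1 against iNKT2 log2 fold change 1.41, SE 0.18, adjusted p = 0.00065) and iNKT17 cells (iNKT2 against iNKT17 log2 fold change -1.37, SE 0.18, adjusted p = 0.0011). In B6 the same comparisons stayed under 2-fold (log2 fold change 0.77, SE 0.18, adjusted p = 0.023, not called, and -0.88, SE 0.18, adjusted p = 0.028, not called).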

We find that all iNKT subsets express high levels of CXCR6 mRNA (Supplementary Fig. 2a)^18^. Expression of CXCR3 mRNA that is up-regulated by TBET^41^ is biased and high only in iNKT1 cells (Fig. 5a). 

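CXCR3 binds interferon-induced chemokines and brings type 1 cells into inflamed tissue. *Cxcr3* (NM_009910, probe on chromosome X of mm9 from 98926920 to 98926979) was 111986±16829 RU in iNKT1 cells, 12297±3275 in iNKT2 and 1709±186 in iNKT17 in BALB/c (mean±s.d., n=2). iNKT1 cells exceeded iNKT2 (log2 fold change 3.205, SE 0.53, adjusted p = 0.0026) and iNKT17 cells (6.03, SE 0.53, adjusted p = 6.2e-05), and iNKT2 exceeded iNKT17 (2.83, SE 0.53, adjusted p = 0.0071). In B6 it was 140624±8569 RU in iNKT1 cells, 31379.7±4924 in iNKT2 and 29782±26312 in iNKT17 (log2 fold change 2.17, SE 0.53, adjusted p = 0.026 and 2.59, SE 0.53, adjusted p = 0.016 from iNKT1). The 2 B6 iNKT17 sorts differed widely. Those sorts also carried other iNKT1 transcripts. Of 19 chemokine receptors fixed in advance, BALB/c iNKT1 against iNKT2 gave 6 higher and 3 lower of 14 tested. Against iNKT17 the count was 7 higher and 4 lower of 14 tested (8 and 4 adjusted over the list alone), and iNKT2 against iNKT17 gave 5 higher and 3 lower of 14 tested (7 and 3 adjusted over the list alone). In B6 the counts were 3 higher and 5 lower of 14 tested (4 and 5 adjusted over the list alone), 3 higher and 3 lower of 14 tested (5 and 4 adjusted over the list alone) and 3 higher and 1 lower of 14 tested (4 and 1 adjusted over the list alone). Between strains, BALB/c against B6 gave 0 higher and 1 lower of 14 tested (2 and 1 adjusted over the list alone) in iNKT1, 0 higher and 5 lower of 14 tested (0 and 6 adjusted over the list alone) in iNKT2 and 0 higher and 4 lower of 14 tested (0 and 5 adjusted over the list alone) in iNKT17 cells. The list includes *Cxcr3*, *Ccr6* and *Ccr7*, which the paper shows from these samples, so its counts are not independent evidence. *Cxcr5*, which leads cells into B cell follicles, was 131±26.3 RU in BALB/c and 1358±211 in B6 iNKT2 cells (log2 fold change -3.38, SE 0.41, adjusted p = 0.00086). *Ccr8*, a receptor of skin-homing cells, was lower in BALB/c in all 3 (iNKT17 log2 fold change -3.22, SE 0.43, adjusted p = 0.0013). *Cxcr3* was not called between BALB/c iNKT2 and iNKT17 without BALB/c iNKT2 replicate 1 (0.054). *Cxcr3* was not called between B6 iNKT1 and iNKT2 without B6 iNKT1 replicate 1 or 2 (0.13 and 0.12) or B6 iNKT2 replicate 1 or 2 (0.10 and 0.15). *Cxcr3* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.096 and 0.10).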

Virtually all iNKT1 cells express the protein on their surface (Fig. 5b). This finding can be exploited to replace CD122 as a marker to identify iNKT subtypes since identical subset compositions regarding thymic iNKT cells of BALB/c or B6 origin were obtained when using either marker (Supplementary Fig. 2b,c). Also the purity of the CXCR3/CD4-gated subpopulations is comparable to that using CD122/CD4 (Supplementary Fig. 2d, compare with Fig. 1d). In periphery, CD122 expression on iNKT1 cells declines, whereas that of CXCR3 increases. Therefore, it is of advantage to use CXCR3 when classifying iNKT subtypes in periphery (Supplementary Fig. 2e). CCR7 is detectable only on the surface of approximately one-third of iNKT2 cells and only very few iNKT1 and iNKT17 cells are CCR7^+^ (Fig. 5a,b). In addition, CD62L is expressed only marginally on iNKT2 cells^18^ that should render homing via HEV exploiting the classical CCR7/CD62L-based system inefficient. Instead, peripheral iNKT cells increase expression of CCR7 (Fig. 5c), whereas that of CD62L remains low (Supplementary Fig. 2f). However, iNKT cells express significant levels of mRNA coding P-selectin ligand (*Selplg*/PSGL-1, Supplementary Fig. 2g). 

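CCR7 answers to CCL19 and CCL21, which draw cells into the thymic medulla and lymph nodes. *Ccr7* (NM_007719, probe on chromosome 11 of mm9 from 99005551 to 99005610) was 6458±179 RU in iNKT1 cells, 32388±7066 in iNKT2 and 6709.7±374 in iNKT17 in BALB/c and 6829.9±409 RU in iNKT1 cells, 39372±4176 in iNKT2 and 8559±2027 in iNKT17 in B6 (mean±s.d., n=2). iNKT2 cells exceeded iNKT1 (iNKT1 against iNKT2 log2 fold change -2.31, SE 0.20, adjusted p = 6.2e-05 in BALB/c and -2.52, SE 0.20, adjusted p = 0.00017 in B6). They also exceeded iNKT17 cells (2.25, SE 0.20, adjusted p = 0.00014, and 2.22, SE 0.20, adjusted p = 0.00088). The difference between iNKT1 and iNKT17 was not called (-0.05, SE 0.20, adjusted p = 0.93, not called, and -0.31, SE 0.20, adjusted p = 0.46, not called).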

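PSGL-1 and CD62L are adhesion molecules that let lymphocytes roll on vessel walls. *Selplg* (NM_009151, probe on chromosome 5 of mm9 from 114267807 to 114267834) was 93899±9425 RU in iNKT1 cells, 22239±2018 in iNKT2 and 62423±126 in iNKT17 in BALB/c and 83421±580.0 RU in iNKT1 cells, 35570.5±632 in iNKT2 and 56916±834 in iNKT17 in B6 (mean±s.d., n=2). It was lower in BALB/c iNKT2 cells (iNKT1 against iNKT2 log2 fold change 2.08, SE 0.13, adjusted p = 1.1e-05, iNKT2 against iNKT17 -1.49, SE 0.13, adjusted p = 0.00013). In B6 the same changes were 1.23 (SE 0.13, adjusted p = 0.00046) and -0.68 (SE 0.13, adjusted p = 0.018, not called). *Sell*, for CD62L, was 8118±437 RU in iNKT1 cells, 1121±135 in iNKT2 and 456±55.8 in iNKT17 in BALB/c and 3604±1428 RU in iNKT1 cells, 4574±2642 in iNKT2 and 3113±2459.9 in iNKT17 in B6. BALB/c iNKT1 cells exceeded iNKT2 (log2 fold change 2.86, SE 0.57, adjusted p = 0.0071) and iNKT17 cells (4.16, SE 0.57, adjusted p = 0.00078). Neither difference was called in B6 (-0.27, adjusted p = 0.83, and 0.42, adjusted p = 0.74).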

By binding to CCL19 and CCL21 PSGL-1 reinforces CCR7 mediated homing of T cells to lymph nodes via HEV obviating the need of CD62L for this process^42^. Thus, PSGL-1 could confer both, iNKT migration into lymph nodes as well as to peripheral tissue. iNKT17 cells express specifically CCR6 mRNA as reported earlier^40^, but on only a small subpopulation of iNKT17 cells from BALB/c thymus CCR6 is detectable on the cell surface (Fig. 5a,b).

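CCR6 responds to CCL20 and marks IL-17 producers at mucosal sites. *Ccr6* (NM_009835, probe on chromosome 17 of mm9 from 8449933 to 8449992) was 497±551 RU in iNKT1 cells, 176±39.7 in iNKT2 and 9968±3412 in iNKT17 in BALB/c and 377±49.1 RU in iNKT1 cells, 2194±1929 in iNKT2 and 39487±18478 in iNKT17 in B6 (mean±s.d., n=2). In BALB/c the change was a log2 fold change of -4.97 (SE 0.92, adjusted p = 0.0047) from iNKT1 to iNKT17 and -5.80 (SE 0.92, adjusted p = 0.0030) from iNKT2 to iNKT17. In B6 it was -6.63 (SE 0.92, adjusted p = 0.0024) and -4.44 (SE 0.92, adjusted p = 0.027). The arrays report the whole sorted population, so they cannot show which share of cells carried the transcript. *Ccr6* was not called between B6 iNKT2 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.053 and 0.053), B6 iNKT2 replicate 1 (0.23) or B6 iNKT17 replicate 1 or 2 (0.071 and 0.20).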

It was shown that iNKT cells that lack the sphingosine-1-phosphate receptor 1 (S1P1) develop normally in thymus but iNKT cell numbers are severely reduced in periphery^43^. Therefore, S1P1 expression governs exit of iNKT cells from thymus as in case of mature naive thymocytes but the block of emigration is not complete. Surprisingly, the level of S1P1 mRNA expression in iNKT cells is low particularly when compared with that of naive CD4^+^ T cells (Fig. 5d). 

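S1P1 lets mature thymocytes follow sphingosine-1-phosphate into the blood. *S1pr1* (NM_007901, probe on chromosome 3 of mm9 from 115414020 to 115414079) was 1945±10.5 RU in iNKT1 cells, 1581±117 in iNKT2 and 177±148 in iNKT17 in BALB/c and 2240.1±308 RU in iNKT1 cells, 5375±149 in iNKT2 and 3003±148 in iNKT17 in B6 (mean±s.d., n=2). In BALB/c, iNKT1 cells exceeded iNKT17 (log2 fold change 3.77, SE 0.48, adjusted p = 0.00053) and iNKT2 cells did too (3.47, SE 0.48, adjusted p = 0.0015). BALB/c iNKT17 cells held less than B6 iNKT17 cells (log2 fold change -4.40, SE 0.48, adjusted p = 0.00048), and BALB/c iNKT2 less than B6 iNKT2 (-1.77, SE 0.48, adjusted p = 0.044). The change from iNKT1 to iNKT17 differed between strains (log2 fold change 4.199, SE 0.68, adjusted p = 0.020). Both BALB/c iNKT17 arrays stayed above background for this probe, whose floor is 20 RU. *Klf2*, the transcription factor that switches *S1pr1* on, was higher in BALB/c iNKT1 than in iNKT17 cells (log2 fold change 4.20001, SE 0.56, adjusted p = 0.00070). No naive CD4+ T cells are among the deposited arrays. *S1pr1* was not called between the strains in iNKT2 without BALB/c iNKT1 replicate 1 or 2 (0.065 and 0.064), BALB/c iNKT2 replicate 1 or 2 (0.16 and 0.11), B6 iNKT1 replicate 1 or 2 (0.070 and 0.070), B6 iNKT2 replicate 1 or 2 (0.17 and 0.19) or B6 iNKT17 replicate 1 or 2 (0.066 and 0.066). *S1pr1* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT1 replicate 1 or 2 (0.081 and 0.070), B6 iNKT1 replicate 1 or 2 (0.10 and 0.084) or B6 iNKT17 replicate 1 or 2 (0.066 and 0.054).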

In BALB/c but not B6 iNKT17 cells the signal reflecting S1P1 mRNA expression is coming close to background levels. This may render emigration of iNKT17 inefficient providing a potential explanation why iNKT17 cells are more frequent in BALB/c thymus as compared with B6 (Supplementary Fig. 2b,c). To test whether low S1P1 mRNA levels still efficiently control exit, we first analyzed recent thymic emigrants (RTE). Indeed, iNKT17 cells are very rare among iNKT RTE although more frequent in B6 than in BALB/c (Fig. 5e; Supplementary Fig. 4 for B6). However, there is no simple linear correlation of S1P1 mRNA levels with emigration rate also because irrespective of the mRNA level, iNKT2 cells emigrate at considerably higher rates than the other subsets. This is in agreement with earlier observations demonstrating that immature iNKT cells preferentially exit thymus. Unexpectedly however, most of the emigrating iNKT1 cells are CD4^+^ (Fig. 5f). Treatment of BALB/c mice with FTY720, a drug that mimics absence of S1P1, before FITC injection is done, causes a >95% drop in frequency of CD4^+^ RTE among splenic lymphocytes demonstrating the effectivity of drug application (Supplementary Fig. 5a). At the same time, only very few FITC^+^ iNKT cells are present in periphery (Fig. 5g; Supplementary Fig. 5a) confirming that S1P1 expression by all iNKT cells is mandatory for thymus exit. Surprisingly, FTY720 treatment causes an almost complete disappearance of iNKT2 but not iNKT1 cells from circulation (Fig. 5g, blood versus spleen, summary in Supplementary Fig. 5b) indicating a very short dwell time of iNKT2 cells in blood.

### NK-characteristic genes are expressed by iNKT1 cells

Compared with NK cells there is only a very limited number of reports investigating the (NK-like) killing capacity of iNKT cells (for example, refs 44, 45, 46). However, *in vivo* it is difficult to study direct killing mediated by iNKT cells because of their capacity to propel the killing activity of NK cells^47^,^48^ that was shown to be mediated by IFNγ^49^ or IL-2 (ref. 48) produced by activated iNKT cells. We find that the bulk of NK signature genes are expressed by iNKT1 cells (Fig. 6a) confirming the tendency of increased transcription of these genes when iNKT cell mature into NK1.1^+^ cells^24^. Indeed, the segregation of NK-specific transcripts/proteins with iNKT1 but not the other two subsets is remarkably complete particularly in case of BALB/c (Fig. 6a,b,d; Supplementary Fig. 6) lending impressive support to the hypothesis that discrimination of iNKT cells into iNKT1, 2 and 17 cells reflects functional differences between these subsets. However, iNKT1 cells may not represent a uniform population as reflected already by their broadly diverging expression of CD4. Therefore, we asked whether a disequilibrium exists in expression between CD4^+^iNKT1 and CD4^−^iNKT1 cells especially with respect to NK-relevant genes. 

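NK cells recognize targets through receptors of the Ly49 (*Klra*) and NKG2 (*Klrc*, *Klrd*, *Klrk*) families and kill with perforin, granzymes and death ligands. All 16 NK genes of Fig. 6a were called higher in iNKT1 cells in each of 4 comparisons. The medians were log2 5.22 against iNKT2 and 6.55 against iNKT17 in BALB/c, and 4.25 and 3.97 in B6. Adjusted over the list alone, all 16 were again called in each. The paper selected the genes for their known relevance for NK cell function and shows them from these samples, so the count is not independent evidence. *Klrd1* (NM_010654, probe on chromosome 6 of mm9 from 129548612 to 129548671), the CD94 chain that pairs with NKG2 receptors, was 28223±717 RU in iNKT1 cells, 677±152 in iNKT2 and 376±38.0 in iNKT17 in BALB/c (mean±s.d., n=2; log2 fold change 5.40, SE 0.83, adjusted p = 0.0017 against iNKT2). *Klrk1*, for the activating receptor NKG2D, was 2029±22.4 RU in iNKT1 cells, 20.7±1.03 in iNKT2 (below background) and 25.6±4.32 in iNKT17 (below background) (log2 fold change 6.61, SE 0.84, adjusted p = 0.00058, at least 62.9-fold). *Klra4*, an activating Ly49 receptor, was 16854±437 RU in iNKT1 cells, 525±2.23 in iNKT2 and 139±34.5 in iNKT17 (log2 fold change 5.00, SE 0.63, adjusted p = 0.00054). *Klra7*, an inhibitory one, was 45546±2061 RU in iNKT1 cells, 962±37.6 in iNKT2 and 287±30.5 in iNKT17 (log2 fold change 5.56, SE 0.62, adjusted p = 0.00026). *Prf1*, for perforin, was 15322±2354 RU in iNKT1 cells, 2258±284 in iNKT2 and 1860.5±302 in iNKT17 in BALB/c and 10759.8±965 RU in iNKT1 cells, 1714±112 in iNKT2 and 2104±905 in iNKT17 in B6 (against iNKT2 log2 fold change 2.76, SE 0.28, adjusted p = 0.00014, and 2.65, SE 0.28, adjusted p = 0.00045). The gene families are alike in sequence, and the probes of *Klra* genes may bind more than 1 member.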

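Receptors and killing machinery need not travel together, so they were listed apart before the data were examined. Both lists include genes that the paper shows from these samples, such as *Klrc1* and *Gzmb*. Their counts are therefore not independent evidence. Of 35 NK receptor and adaptor genes on the array, BALB/c iNKT1 against iNKT2 gave 25 higher and 0 lower of 30 tested (the same adjusted over the list alone) and iNKT1 against iNKT17 22 higher and 1 lower of 30 tested (the same adjusted over the list alone). In B6 the counts were 26 higher and 0 lower of 30 tested (28 and 0 adjusted over the list alone) and 23 higher and 1 lower of 30 tested (25 and 1 adjusted over the list alone). Of 17 cytotoxic effector genes, BALB/c gave 11 higher and 0 lower of 17 tested (the same adjusted over the list alone) and 10 higher and 1 lower of 17 tested (the same adjusted over the list alone). B6 gave 10 higher and 0 lower of 17 tested (the same adjusted over the list alone) and 9 higher and 0 lower of 17 tested (10 and 0 adjusted over the list alone). Between iNKT2 and iNKT17 cells no NK receptor gene was higher in iNKT2, and 3 of 23 in BALB/c and 5 of 27 in B6 were lower. *Nkg7* (NM_024253, probe on chromosome 7 of mm9 from 50693530 to 50693589), a protein of cytotoxic granules, was 320367±39283 RU in iNKT1 cells, 3429.8±1103 in iNKT2 and 4656±2027 in iNKT17 in BALB/c and 311518±934 RU in iNKT1 cells, 15593±6421 in iNKT2 and 38646±39719 in iNKT17 in B6 (mean±s.d., n=2; against iNKT2 log2 fold change 6.58, SE 0.71, adjusted p = 0.00021, and 4.38, SE 0.71, adjusted p = 0.0040). *Klrb1c*, which encodes NK1.1, was 2655±127 RU in iNKT1 cells, 332±118 in iNKT2 and 3533±639 in iNKT17 in BALB/c and 61418±14139 RU in iNKT1 cells, 3262±347 in iNKT2 and 18083±4263 in iNKT17 in B6. It was not called between BALB/c iNKT1 and iNKT17 (log2 fold change -0.40, SE 0.28, adjusted p = 0.46). BALB/c against B6, NK receptor genes gave 4 higher and 5 lower of 32 tested (the same adjusted over the list alone) in iNKT1, 2 higher and 4 lower of 23 tested (3 and 6 adjusted over the list alone) in iNKT2 and 2 higher and 11 lower of 28 tested (3 and 19 adjusted over the list alone) in iNKT17 cells. A set of 113 iNKT1 genes was chosen for lying under 5% of their iNKT1 level in BALB/c iNKT17 cells. In the first B6 iNKT17 sort they stood at a median of 19.0% of their B6 iNKT1 level (quartiles 14.1% to 28.0%), and in the second at 7.54%.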

We sorted BALB/c iNKT1 cells into CD4^lo-int^ and CD4^int-hi^ cells and performed chip hybridization. 

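CD4 divides BALB/c iNKT1 cells, and both parts were hybridized in 2 sorts, giving 4 samples and 2 groups of n=2. CD4-iNKT1 and CD4+iNKT1 stand for the lo-int and int-hi cells. In the first sort each sample had its own one-colour array. In the second, both samples were put on a single array, CD4-iNKT1 in the green and CD4+iNKT1 in the red channel. Processing was as for the subsets. Groups were compared with limma on all 16 arrays with the CD4 sort as a block, so each CD4- sample was set against the CD4+ sample of its own sort. Of 14590 genes tested, 165 were called, 56 of them higher in CD4-iNKT1, and all 165 had the same direction in both sorts. A call with n=2 largely requires such agreement, so it is no separate evidence. Under quantile scaling 31 of 133 called genes were higher in CD4-iNKT1. Without the block limma called 0, with 681 genes at an unadjusted p under 0.05. With the CD4 sort as a block, leaving out 1 CD4 sample takes its whole sort out of the comparison. Leaving out arrays moved the count. It was 259 without CD4- replicate 1, 255 without CD4+ replicate 1, 91 without either B6 iNKT1 array and 88 without either B6 iNKT2 array. *Cd4* (NM_013488, probe on chromosome 6 of mm9 from 124814711 to 124814770) was 5772±4766 RU in CD4-iNKT1 cells and 26122±5717 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change -2.46, SE 0.46, adjusted p = 0.034). It was 3.30-fold higher in CD4+ cells in the first sort and 9.19-fold in the second. Of simulated changes, 12% were found at 2-fold and 58% at 4-fold. Genes specific for each BALB/c subset were compared with their level in that subset. In the first sort, iNKT1 genes stood at a median of 1.22 of that level in CD4- and 0.696 in CD4+ cells. In the second sort, iNKT1 genes stood at 0.257 and iNKT17 genes at 0.649 in CD4- cells. In the CD4+ cells of that sort, iNKT1 genes stood at 0.0541 and iNKT2 genes at 1.02. *Cd4* was not called between CD4- and CD4+ cells without B6 iNKT1 replicate 1 or 2 (0.068 and 0.068), B6 iNKT2 replicate 1 or 2 (0.063 and 0.063), BALB/c CD4-iNKT1 replicate 2 (0.43) or BALB/c CD4+iNKT1 replicate 2 (0.43).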

Two independent experiments were done (GEO accession number 69120). 

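Of the 9 NK-related genes shown as higher in CD4-iNKT1 cells, 8 exceeded CD4+iNKT1 more than 2-fold in the first sort (1.89-fold to 6.19-fold over the 9). In the second sort all 9 did, at 2.63-fold to 29.2-fold. By limma, CD4- against CD4+ cells gave 4 higher and 0 lower of 9 tested (6 and 0 adjusted over the list alone), and since the paper shows the list from these arrays this is not independent evidence. *Ncr1* (NM_010746, probe on chromosome 7 of mm9 from 4296176 to 4296235), for the receptor NKp46, was 3812±2178 RU in CD4-iNKT1 cells and 1005±1219 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change 2.76, SE 0.49, adjusted p = 0.030). *S1pr5*, which guides NK cells out of bone marrow, was 442±256 RU in CD4-iNKT1 cells and 151±185 in CD4+iNKT1 (log2 fold change 2.42, SE 0.49, adjusted p = 0.043). *Ccl5* was 2.89-fold higher in CD4- cells in the first and 15.4-fold in the second sort (log2 fold change 2.74, SE 1.03, adjusted p = 0.31, not called). *Klrc1*, for NKG2A, was higher by 1.89-fold and 8.25-fold (log2 fold change 1.98, SE 1.09, adjusted p = 0.63, not called). The ratios of the second sort compare samples in which iNKT17 genes (CD4-) and iNKT2 genes (CD4+) stood higher than iNKT1 genes. *Ncr1* was not called between CD4- and CD4+ cells without B6 iNKT2 replicate 1 or 2 (0.058 and 0.058), B6 iNKT17 replicate 1 or 2 (0.050 and 0.051), BALB/c CD4-iNKT1 replicate 2 (0.32) or BALB/c CD4+iNKT1 replicate 2 (0.31). *S1pr5* was not called between CD4- and CD4+ cells without BALB/c iNKT1 replicate 1 or 2 (0.065 and 0.065), BALB/c iNKT2 replicate 1 or 2 (0.058 and 0.057), BALB/c iNKT17 replicate 1 or 2 (0.062 and 0.062), B6 iNKT1 replicate 1 or 2 (0.073 and 0.073), B6 iNKT2 replicate 1 or 2 (0.079 and 0.079), B6 iNKT17 replicate 1 or 2 (0.069 and 0.069), BALB/c CD4-iNKT1 replicate 2 (0.49) or BALB/c CD4+iNKT1 replicate 2 (0.48).

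**Figure D3:**
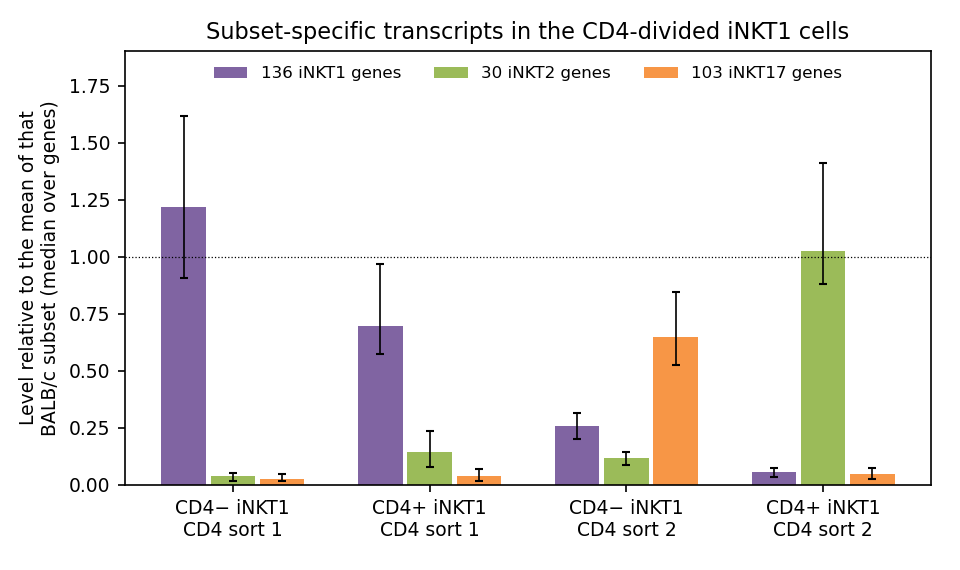
Median level of 136 iNKT1, 30 iNKT2 and 103 iNKT17 genes in each of the 4 CD4 samples, relative to their mean in that BALB/c subset, with error bars for the quartiles and a dotted line at 1. In the second sort the iNKT1 genes stand at 0.257 and 0.0541, against 1.22 and 0.696 in the first.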

NK-marker genes are either expressed much stronger in CD4^−^iNKT1 cells or equally well in CD4^+^iNKT1 and CD4^−^iNKT1 cells (Fig. 6b,c). This latter group not only contains genes like *Tbx21*, *Stat4* or *Xcl1* but also encompasses many NK-receptors (Fig. 6c). 

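TBET and STAT4 pass the IL-12 signal that switches on *Ifng*, and XCL1 attracts cross-presenting dendritic cells. Over the 10 genes of this group, the CD4- level was 1.22-fold to 1.76-fold the CD4+ level in the first sort and 1.296-fold to 4.96-fold in the second. None exceeded 2-fold in the first sort and 8 did in the second. In the second sort iNKT1 genes stood at 0.257 of their iNKT1 level in CD4- and 0.0541 in CD4+ cells. Its ratios therefore do not compare 2 iNKT1 fractions alone. By limma 0 of the 10 were called, also when adjusted over the list alone. *Stat4* (NM_011487, probe on chromosome 1 of mm9 from 52163802 to 52163861) was 13698±10643 RU in CD4-iNKT1 cells and 8270.0±9934 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change 1.39, SE 0.44, adjusted p = 0.19, not called). *Tbx21* was 1.597-fold and 2.94-fold higher in CD4- cells in the 2 sorts (log2 fold change 1.11, SE 0.63, adjusted p = 0.66, not called). *Xcl1* was higher by 1.26-fold and 4.68-fold (log2 fold change 1.28, SE 0.84, adjusted p = 0.77, not called). The probe named *Klra8*, for Ly49H, gave 54595±40895 RU in CD4-iNKT1 cells and 32854±37982 in CD4+iNKT1 (log2 fold change 1.29, SE 0.88, adjusted p = 0.80, not called). Like other *Klra* probes it may bind more than 1 member of the family, so the signal need not come from *Klra8*. The paper shows the group from these arrays, so the count is not independent evidence. A gene that was not called is not shown to be equal.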

NK-marker genes with preferential expression in CD4^+^iNKT1 cells are not detectable. These cells preferentially express genes unrelated so far to NK-function or even counter-acting it such as CD81 (ref. 50) or IL-4 (ref. 51). 

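The search for NK genes on the CD4+ side was widened to lists fixed in advance. Of the 109 genes called higher in CD4+iNKT1 cells, none was among the 29 tested genes of NK receptors and adaptors or the 17 of cytotoxic effectors. With 109 called of 14590 tested, lists of this size would hold few or none if independent. Finding none therefore does not decide whether such genes exist. Of these 109 genes, 80 were among those specific for BALB/c iNKT2 cells (1.957 expected if independent). *Dlk1* (NM_010052, probe on chromosome 12 of mm9 from 110698721 to 110698781), a Notch pathway ligand, was 20.1±0.0875 RU in CD4-iNKT1 cells (below background) and 414±334 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change -4.08, SE 0.54, adjusted p = 0.0066, at least 9.46-fold). *Plaur*, the urokinase receptor, was 383±429 RU in CD4-iNKT1 cells and 3934±594 in CD4+iNKT1 (log2 fold change -4.07, SE 0.63, adjusted p = 0.016). The rule also named *Fabp7*, *Il6ra*, *Bank1*, *Smpdl3b*, *Pdia5* and *Rprm* on this side. The second CD4+ sample held iNKT2 genes at their level in iNKT2 cells. *Dlk1* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 2 (0.079) or BALB/c CD4+iNKT1 replicate 2 (0.081). *Plaur* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 1 (0.058) or BALB/c CD4+iNKT1 replicate 1 (0.061).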

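CD81 is a tetraspanin that restrains NK cell activation, and IL-4 opposes type 1 responses. *Cd81* (NM_133655, probe on chromosome 7 of mm9 from 150253737 to 150253796) was 2603±2183 RU in CD4-iNKT1 cells and 21889±13047 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change -3.24, SE 0.28, adjusted p = 0.0010), 11.9-fold and 7.50-fold higher in CD4+ cells in the 2 sorts. *Il4* was 5246±6077 RU in CD4-iNKT1 cells and 22312±23033 in CD4+iNKT1 (log2 fold change -2.34, SE 0.24, adjusted p = 0.0029), at 6.35-fold and 4.04-fold. *Tnfrsf4*, for the costimulator OX40, was 580.3±7.43 RU in CD4-iNKT1 cells and 4946±619 in CD4+iNKT1 (log2 fold change -3.09, SE 0.39, adjusted p = 0.0057). *Ccr9*, a gut and thymus homing receptor, was 948±703 RU in CD4-iNKT1 cells and 4937±954 in CD4+iNKT1 (log2 fold change -2.60, SE 0.37, adjusted p = 0.0097), and *Tesc*, a calcium-binding protein gene, 4952±2518 RU in CD4-iNKT1 cells and 21179±13649.7 in CD4+iNKT1 (log2 fold change -2.03, SE 0.17, adjusted p = 0.00088). All 5 were called, and all 5 were higher in CD4+ cells in both sorts (3.63-fold to 11.9-fold, then 3.88-fold to 7.84-fold). The paper shows them from these arrays, so the count is not independent evidence. In BALB/c iNKT2 cells *Cd81* was 36108±11686 RU against 4679.6±156 in unsplit iNKT1 cells (log2 fold change -2.91, SE 0.28, adjusted p = 0.00011). Of the 5 genes, 4 were called lower in unsplit BALB/c iNKT1 than in iNKT2 cells. The second CD4+ sample held iNKT1 genes at 0.0541 of their iNKT1 level and iNKT2 genes at 1.02 of their iNKT2 level. In the CD4- sample of that sort iNKT1 genes stood at 0.257. The ratios of the second sort therefore do not compare 2 iNKT1 fractions alone. *Ccr9* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 1 (0.076) or BALB/c CD4+iNKT1 replicate 1 (0.077).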

*Gzma* (granzyme a) and *Gzmb* (granzyme b) represent key genes involved in NK-triggered killing, and we observe their expression primarily in CD4^−^iNKT1 cells. 

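Granzymes are proteases that trigger death of a target cell after perforin lets them in. *Gzma* (NM_010370, probe on chromosome 13 of mm9 from 113884035 to 113884094) was 243459±190242 RU in CD4-iNKT1 cells and 61871±82219 in CD4+iNKT1 (mean±s.d., n=2), 3.15-fold and 29.2-fold higher in CD4- cells in the 2 sorts (log2 fold change 3.26, SE 0.75, adjusted p = 0.075, not called). *Gzmb* was 44004±38011 RU in CD4-iNKT1 cells and 17609±21771 in CD4+iNKT1, at 2.15-fold and 7.73-fold (log2 fold change 2.03, SE 0.90, adjusted p = 0.45, not called). Neither passed the test, and the 2 sorts differed in the size of the change. Perforin (*Prf1*) did, at 2.36-fold and 2.63-fold (log2 fold change 1.32, SE 0.26, adjusted p = 0.043). The second sort held iNKT1 genes at 0.257 of their iNKT1 level in CD4- and 0.0541 in CD4+ cells. Its ratios therefore do not compare 2 iNKT1 fractions alone. Among the unsplit subsets *Gzma* was 424048±48569.8 RU in iNKT1 cells, 2882±606 in iNKT2 and 2222±921 in iNKT17 in BALB/c and 174318±2252 RU in iNKT1 cells, 7006±6341 in iNKT2 and 27295±11368 in iNKT17 in B6, and *Gzmb* 56034±1168 RU in iNKT1 cells, 164±33.8 in iNKT2 and 475±319.8 in iNKT17 in BALB/c. *Prf1* was not called between CD4- and CD4+ cells without BALB/c iNKT1 replicate 1 or 2 (0.061 and 0.059), BALB/c iNKT2 replicate 1 or 2 (0.053 and 0.052), BALB/c iNKT17 replicate 1 or 2 (0.057 and 0.057), B6 iNKT1 replicate 1 or 2 (0.080 and 0.080), B6 iNKT2 replicate 1 or 2 (0.078 and 0.078), BALB/c CD4-iNKT1 replicate 1 or 2 (0.15 and 0.35) or BALB/c CD4+iNKT1 replicate 1 or 2 (0.15 and 0.34).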

When investigating their expression on the protein level in more detail on iNKT cells sorted into CD4^−^iNKT1, CD4^+^iNKT1, iNKT2 and iNKT17 cells, respectively, granzyme a is already detectable in steady state in iNKT1 cells whereas granzyme b is translated into protein only on stimulation. In both cases, CD4^−^iNKT1 cells produce significantly more granzymes than the CD4^+^ cells. Taken together, these results suggest that a NK-like phenotype is not restricted to the CD4^−^iNKT1 cells but their more pronounced equipment with NK-specific machinery may accentuate the NK-character of CD4^−^iNKT1 cells.

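EOMES is a transcription factor of mature NK cells, and NCR1 and S1P5 are among the genes of that stage. The 56 genes called higher in CD4-iNKT1 cells included 29 specific for BALB/c iNKT1 cells (1.74 expected if independent) and 3 specific for iNKT17 (1.08 expected). In the second sort iNKT1 genes stood at 0.257 of their iNKT1 level in CD4- and 0.0541 in CD4+ cells. The CD4+ cells of that sort held iNKT2 genes at 1.02 of their iNKT2 level. Such a difference in subset transcripts can itself give the excess, so independence is no fair baseline. For the NK receptor and adaptor list, CD4- against CD4+ cells gave 2 higher and 0 lower of 29 tested (5 and 0 adjusted over the list alone). Cytotoxic effectors gave 1 higher and 0 lower of 17 tested (4 and 0 adjusted over the list alone). *Eomes* (NM_010136, probe on chromosome 9 of mm9 from 118394425 to 118394484) was 1556±1104 RU in CD4-iNKT1 cells and 278±308 in CD4+iNKT1 (mean±s.d., n=2; log2 fold change 2.96, SE 0.38, adjusted p = 0.0064), 4.71-fold and 12.8-fold higher in CD4- cells in the 2 sorts. *Ifitm1*, an interferon-induced membrane protein, was 12469.5±12048 RU in CD4-iNKT1 cells and 1777±2285 in CD4+iNKT1 (log2 fold change 3.62, SE 0.57, adjusted p = 0.016). *Klri1*, an NK receptor chain, was 321±235 RU in CD4-iNKT1 cells and 113±132 in CD4+iNKT1 (log2 fold change 2.098, SE 0.38, adjusted p = 0.030). The rule also named *Reck*, *Dlg5*, *Wdr95* and *Chi3l7* on this side. The first sort alone called 125 genes, of which 1 was higher in CD4- cells, the transporter gene *Slco3a1* (log2 fold change 1.2, adjusted p = 0.038 in that sort). The second sort alone called 259, with 185 higher in CD4- cells. From its granzyme and receptor data the paper proposes a stronger NK character of CD4-iNKT1 cells. *Eomes* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 2 (0.076) or BALB/c CD4+iNKT1 replicate 2 (0.075). *Ifitm1* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 2 (0.21) or BALB/c CD4+iNKT1 replicate 2 (0.21). *Klri1* was not called between CD4- and CD4+ cells without B6 iNKT1 replicate 1 or 2 (0.053 and 0.054), B6 iNKT2 replicate 1 or 2 (0.058 and 0.058), BALB/c CD4-iNKT1 replicate 2 (0.33) or BALB/c CD4+iNKT1 replicate 2 (0.33).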

### SerpinB1 impacts on iNKT17 cell numbers in thymus and lung

Our initial studies exploring iNKT cells from BALB/c thymus revealed many additional genes that exert a biased expression profile among the iNKT subsets (Supplementary Table 2). 

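Some genes separated the subsets in BALB/c and were not called in B6. A rule over all genes with a symbol, passing over RIKEN clones, gave *Ncr1*, *Eomes*, *Tyrobp*, *Ccr5* and *Cmah* for iNKT1 cells. For iNKT2 cells it gave *Rbfox3*, *Chn1*, *Tnfrsf19*, *Spink5* and *Ralyl*, and for iNKT17 *Kcna1*, *Ascl1*, *Bicdl2*, *Wtip* and *Grk3*. *Eomes* (NM_010136, probe on chromosome 9 of mm9 from 118394425 to 118394484) was 6829±534 RU in iNKT1 cells, 96.3±9.96 in iNKT2 and 119.6±21.7 in iNKT17 in BALB/c and 49.4±3.37 RU in iNKT1 cells, 49.4±12.8 in iNKT2 and 26.3±8.89 in iNKT17 (below background) in B6 (mean±s.d., n=2; BALB/c iNKT1 against iNKT2 log2 fold change 6.15, SE 0.33, adjusted p = 6.2e-06). *Cmah*, an enzyme that modifies sialic acid, was 2701±459 RU in iNKT1 cells, 126±88.5 in iNKT2 and 109.97±49.1 in iNKT17 in BALB/c (log2 fold change 4.61, SE 0.54, adjusted p = 0.00034). *Rbfox3*, a neuronal splicing factor, was 20±0 RU in iNKT1 cells (below background), 458±96.7 in iNKT2 and 20±0 in iNKT17 (below background) (iNKT2 against iNKT17 log2 fold change 4.502, SE 0.27, adjusted p = 2.6e-05, at least 12.0-fold). *Chn1*, which regulates the GTPase Rac, was 20±0 RU in iNKT1 cells (below background), 494±298 in iNKT2 and 27.3±10.3 in iNKT17 (below background) (iNKT2 against iNKT17 log2 fold change 4.09, SE 0.43, adjusted p = 0.00035, at least 11.8-fold). *Grk3*, a kinase that desensitizes receptors, was 96.8±92.7 RU in iNKT1 cells, 238±269.9 in iNKT2 and 3068±1130.2 in iNKT17 in BALB/c and 52.4±10.3 RU in iNKT1 cells, 67.4±61.6 in iNKT2 and 862±251 in iNKT17 in B6 (BALB/c iNKT1 against iNKT17 log2 fold change -5.38, SE 1.10, adjusted p = 0.0084). With the sort as a block, *Tyrobp* (adjusted p = 0.013 and 0.0078) and *Ccr5* (adjusted p = 0.021 and 0.022) were called in B6 iNKT1 against iNKT2 and iNKT17 cells. *Grk3*, *Ascl1* and *Bicdl2* were then called in B6 iNKT17 against both others, and *Tnfrsf19* in iNKT2 against iNKT1. A call in 1 strain and none in the other does not show that the strains differ. Tested directly, the strain difference of the change between iNKT1 and iNKT17 was a log2 fold change of 4.89 (SE 0.47, adjusted p = 0.0037) for *Eomes* and a log2 fold change of -1.36 (SE 1.56, adjusted p = 0.89, not called) for *Grk3*. The value for *Eomes* is no exact size, since B6 iNKT17 cells lay below background. *Grk3* was not called between BALB/c iNKT1 and iNKT17 without BALB/c iNKT1 replicate 1 (0.075) or BALB/c iNKT17 replicate 2 (0.055).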

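LY6C marks activated and memory-like T cells, IL-6Rα and IL-1R1 receive inflammatory cytokines, and NOD1 senses bacterial cell walls. IL-21 helps B cells, and SLAMF6 passes signals between developing iNKT cells. *Ly6c1* (NM_001252055, probe on chromosome 15 of mm9 from 74875495 to 74875554) measured 325127±30262 RU in iNKT1 cells, 3408±701 in iNKT2 and 3119.5±629 in iNKT17 of BALB/c and 343591±18898 RU in iNKT1 cells, 102486±5519 in iNKT2 and 162244±9096 in iNKT17 of B6 mice (mean±s.d., n=2). iNKT1 exceeded iNKT2 in BALB/c (log2 fold change 6.59, SE 0.19, adjusted p = 4.1e-07) more than in B6 (1.75, SE 0.19, adjusted p = 0.00051), and the difference between strains was 4.84 (SE 0.26, adjusted p = 0.00019). *Il6ra* was 1489.9±256 RU in iNKT1 cells, 27693±1338 in iNKT2 and 5689±901 in iNKT17 in BALB/c (iNKT2 against iNKT17 log2 fold change 2.29, SE 0.30, adjusted p = 0.0010). *Il1r1* was 193±126 RU in iNKT1 cells, 855±182 in iNKT2 and 22848±1976 in iNKT17 in BALB/c and 105±46.5 RU in iNKT1 cells, 907±462 in iNKT2 and 12675±2719 in iNKT17 in B6 (iNKT2 against iNKT17 log2 fold change -4.75, SE 0.52, adjusted p = 0.00040, and -3.89, SE 0.52, adjusted p = 0.0038). *Nod1* was 14988±1685 RU in iNKT1 cells, 274±51.2 in iNKT2 and 506±259.9 in iNKT17 (BALB/c iNKT1 against iNKT17 log2 fold change 4.98, SE 0.41, adjusted p = 4.4e-05). *Il21* was 27.5±9.25 RU in iNKT1 cells (below background), 1194±195 in iNKT2 and 216±99.3 in iNKT17 (iNKT2 against iNKT17 log2 fold change 2.54, SE 0.45, adjusted p = 0.0051). *Slamf6* was 2017±189 RU in iNKT1 cells, 15412±1977 in iNKT2 and 3971±270.4 in iNKT17 (iNKT2 against iNKT17 log2 fold change 1.95, SE 0.16, adjusted p = 0.00010). Together with *Hopx*, *Sdc1* and *Serpinb1a*, BALB/c iNKT1 against iNKT2 gave 3 higher and 4 lower of 9 tested (3 and 5 adjusted over the list alone). In B6 it gave 3 higher and 5 lower of 9 tested (3 and 6 adjusted over the list alone). *Ly6c2* has no probe under that name. The 9 genes are shown in the paper from these samples and are not independent evidence.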

Figure 7 shows a compendium of further genes that display a subtype-specific expression pattern. The functional relevance of these genes for iNKT cell biology was partly investigated^52^,^53^,^54^,^55^,^56^ but the chip analyses performed also reveal some interesting candidates for further research. *Hopx* (Fig. 7c) codes for a transcription cofactor that affects function of regulatory T cells^57^ and influences survival of TH1 cells^58^. 

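HOPX binds transcription factors rather than DNA. *Hopx* (NM_175606, probe on chromosome 5 of mm9 from 77516624 to 77516683) was 59216±2021 RU in iNKT1 cells, 146±31.8 in iNKT2 and 458±27.3 in iNKT17 in BALB/c and 34358±282 RU in iNKT1 cells, 3581±1659 in iNKT2 and 4505±4315 in iNKT17 in B6 (mean±s.d., n=2). iNKT1 against iNKT2 gave a log2 fold change of 8.68 (SE 0.62, adjusted p = 2.0e-05) in BALB/c and 3.34 (SE 0.62, adjusted p = 0.0076) in B6. Against iNKT17 the values were 7.02 (SE 0.62, adjusted p = 6.2e-05), and 3.37 (SE 0.62, adjusted p = 0.0098). *Hopx* was not called between B6 iNKT1 and iNKT2 without B6 iNKT1 replicate 1 or 2 (0.057 and 0.052) or B6 iNKT2 replicate 2 (0.072). *Hopx* was not called between B6 iNKT1 and iNKT17 without B6 iNKT1 replicate 1 or 2 (0.073 and 0.070).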

The serine protease SerpinB1 regulates expansion of IL-17 producing γδT cells and Th17 cells^59^. Its strong expression by iNKT17 cells led us to speculate whether SerpinB1 controls abundance of these cells. 

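SerpinB1 inhibits neutrophil proteases, and syndecan-1 (*Sdc1*) is a surface proteoglycan of plasma cells and iNKT17 cells. *Serpinb1a* (NM_025429, probe on chromosome 13 of mm9 from 32934693 to 32934752) was 1112±501 RU in iNKT1 cells, 1179±256 in iNKT2 and 66376±16834 in iNKT17 in BALB/c and 1295±391 RU in iNKT1 cells, 4499±3901 in iNKT2 and 74633±22387 in iNKT17 in B6 (mean±s.d., n=2). iNKT1 against iNKT17 gave a log2 fold change of -5.95 (SE 0.59, adjusted p = 0.00012) in BALB/c and -5.85 (SE 0.59, adjusted p = 0.00048) in B6. iNKT2 against iNKT17 gave -5.81 (SE 0.59, adjusted p = 0.00029), and -4.36 (SE 0.59, adjusted p = 0.0040). *Sdc1* was 241±126 RU in iNKT1 cells, 704±145 in iNKT2 and 21799±2230.3 in iNKT17 in BALB/c and 76.9±32.2 RU in iNKT1 cells, 1238±789 in iNKT2 and 12106±5216 in iNKT17 in B6 (iNKT2 against iNKT17 log2 fold change -4.96, SE 0.54, adjusted p = 0.00040, and -3.38, SE 0.54, adjusted p = 0.0080). *Sdc1* was not called between B6 iNKT2 and iNKT17 without B6 iNKT2 replicate 1 (0.072) or B6 iNKT17 replicate 2 (0.087).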

We detected iNKT17 cells from organs of serpinb1a^−/−^ mice based on their specific expression of syndecan-1 (Fig. 7c,d)^52^. While total frequencies of iNKT cells in thymus, spleen and lung are not affected in serpinb1a^−/−^ animals, those of iNKT17 are increased in all organs tested.

## Discussion

Recent studies suggest that the subdivision of iNKT cells into iNKT1, 2 and 17 cells represents a well-founded platform to explain many of the variegated immunological activities of these cells. We investigated this in more detail performing a series of transcriptome analyses of sorted iNKT subpopulations. We identify many genes expressed highly specific in either of the BALB/c iNKT1, 2 or 17 subsets. This is not only obvious for NK-related markers expressed by iNKT1 cells but also other genes of known or hitherto unknown relevance for iNKT cell development and function. However, the frequently observed unambiguous correlation of gene expression with iNTK subtype is on average less pronounced in B6. 

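A gene was taken as specific for a subset when it was called higher there than in both other subsets. In BALB/c this held for 507 iNKT1, 334 iNKT2 and 414 iNKT17 genes. Lists of the 3 helper programmes were fixed in advance. They include genes that the paper shows from these samples, such as *Il23r*, *Blk* and *Serpinb1a* of the type 17 list. Their counts are therefore not independent evidence. Of 20 type 1 genes, BALB/c iNKT1 against iNKT2 gave 14 higher and 0 lower of 19 tested (the same adjusted over the list alone) and against iNKT17 12 higher and 2 lower of 19 tested (the same adjusted over the list alone). *Il18rap* (NM_010553, probe on chromosome 1 of mm9 from 40605729 to 40605788), part of the IL-18 receptor, was 4462±551 RU in iNKT1 cells, 294±50.7 in iNKT2 and 1394±213 in iNKT17 (mean±s.d., n=2; iNKT1 against iNKT2 log2 fold change 3.93, SE 0.28, adjusted p = 2.3e-05). Of 19 type 2 genes, iNKT2 against iNKT17 gave 4 higher and 2 lower of 16 tested (5 and 2 adjusted over the list alone), iNKT1 against iNKT2 0 higher and 8 lower of 16 tested (the same adjusted over the list alone) and iNKT1 against iNKT17 0 higher and 9 lower of 15 tested (the same adjusted over the list alone). *Gata3*, the lead transcription factor of Th2 cells, was 17832±5582 RU in iNKT1 cells, 16724±1496 in iNKT2 and 21111±9539.6 in iNKT17 and was called in no comparison, nor was *Zbtb7b*, for the CD4 lineage factor THPOK (15184±4015 RU in iNKT1 cells, 18269.7±3602 in iNKT2 and 17499±3281 in iNKT17). Of 23 type 17 genes, iNKT1 against iNKT17 gave 0 higher and 19 lower of 22 tested (0 and 20 adjusted over the list alone) and iNKT2 against iNKT17 0 higher and 18 lower of 22 tested (the same adjusted over the list alone).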

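In B6, 310 genes were specific for iNKT1, 162 for iNKT2 and 227 for iNKT17 cells. The type 1 list gave 12 higher and 0 lower of 18 tested (13 and 0 adjusted over the list alone) in B6 iNKT1 against iNKT2, and 9 higher and 3 lower of 18 tested (10 and 3 adjusted over the list alone) against iNKT17. The type 17 list gave 0 higher and 14 lower of 22 tested (0 and 16 adjusted over the list alone) in B6 iNKT2 against iNKT17, and the type 2 list 4 higher and 2 lower of 16 tested (5 and 2 adjusted over the list alone). Genes of the other subsets, chosen for lying under 5% of their own subset's level in BALB/c, were compared with their B6 level in each B6 sort. Detection above background was not tested in the receiving sort, where lower signals enter at the floor and still give a share. The genes are low in BALB/c by choice, so their shares give no fair comparison of the strains. In the 2 B6 iNKT2 sorts, iNKT1 genes stood at a median of 7.61% and 10.4% of their iNKT1 level. In the same sorts, 63 iNKT17 genes stood at 4.63% and 10.9% of their iNKT17 level. In the B6 iNKT1 sorts, 94 iNKT17 genes stood at 3.70% and 4.72%, and 22 iNKT2 genes at 11.9% and 10.3%. In the B6 iNKT17 sorts, 10 iNKT2 genes stood at 21.8% and 13.8%. From 42.6% (iNKT17 genes, first iNKT1 sort) to 80% (iNKT2 genes, first iNKT17 sort) of the genes lay within 2-fold of these medians. The paper assumes less clean sorts as the cause.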

We assume that this is caused by the less clean cell sorts because the predominant iNKT1 cell population complicates proper gating. Advanced sorting strategies making use of alternative markers like CXCR3 or syndecan-1 will be useful to bypass this problem in future analyses. Despite of this, the expression pattern of numerous iNKT-key genes is highly similar between both mouse strains.

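Of the genes specific for a subset in BALB/c and in B6, 227 were shared for iNKT1, 77 for iNKT2 and 167 for iNKT17. If the 2 strains were independent, 10.5, 3.61 and 6.23 would be expected. In the paired analysis, with the sort as a block, 289, 128 and 229 were shared. Without either B6 iNKT2 array the shared iNKT2 genes were 31, without either B6 iNKT1 array 50 and without B6 iNKT17 replicate 2 they were 41. The shared iNKT1 genes were 87 and 94 without the 2 B6 iNKT1 arrays in turn and 120 without B6 iNKT17 replicate 2. The shared iNKT17 genes were 74 without B6 iNKT2 replicate 1 and 53 without B6 iNKT17 replicate 2.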

The frequency of iNKT cells as well as the composition of the iNKT cell pool in thymus varies greatly depending on the mouse strain under scrutiny^23^,^60^. iNKT cells are less frequent in B6 thymus with iNKT1 cells predominating whereas in BALB/c iNKT2 cells prevail but also prominent subpopulations of iNKT1 and iNKT17 cells are present. The genetic background is likely to play a major role governing the subset composition even though exogenous factors were also described to contribute^61^. We found several genes that are expressed quite differently in B6 versus BALB/c iNKT cells that may help explain the existing variations among mouse strains. For example, mRNA for cathepsin L is strongly expressed in BALB/c but not B6 iNKT cells (Fig. 2). 

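Cathepsin L is a lysosomal protease that processes antigen for presentation by CD1d. *Ctsl* (NM_009984, probe on chromosome 13 of mm9 from 64465287 to 64465346) was 17006±5658 RU in iNKT1 cells, 17860.2±1288 in iNKT2 and 6299.7±725 in iNKT17 in BALB/c and 1057±354 RU in iNKT1 cells, 905±392 in iNKT2 and 2053±811 in iNKT17 in B6 (mean±s.d., n=2). BALB/c exceeded B6 in iNKT1 (log2 fold change 4.01, SE 0.39, adjusted p = 0.00031), iNKT2 (4.37, SE 0.39, adjusted p = 0.00017) and iNKT17 cells (1.67, SE 0.39, adjusted p = 0.021). The paper proposes that the level bears on how many iNKT cells each strain generates. The arrays compare the strains across separate sorts and scans. *Ctsl* was not called between the strains in iNKT17 without BALB/c iNKT17 replicate 1 or 2 (0.11 and 0.062) or B6 iNKT17 replicate 1 (0.14).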

Mice deficient for cathepsin L almost completely lack iNKT cells^62^ and the divergent levels observed in iNKT cells hint to a potential role of cathepsin L in governing the quantity of iNKT cells generated in thymus of different mouse strains. 

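HESR1 acts downstream of Notch, and MASH1 is best known for driving neurons. *Hey1* (NM_010423, probe on chromosome 3 of mm9 from 8663432 to 8663491) measured 182±18.2 RU in iNKT1 cells, 12221±94.5 in iNKT2 and 1159±142 in iNKT17 of BALB/c mice and 77.1±0.0801 RU in iNKT1 cells, 786±125 in iNKT2 and 389±101 in iNKT17 of B6 mice (mean±s.d., n=2). BALB/c exceeded B6 in iNKT1 (log2 fold change 1.24, SE 0.25, adjusted p = 0.017), iNKT2 (3.97, SE 0.25, adjusted p = 1.9e-05) and iNKT17 cells (1.59, SE 0.25, adjusted p = 0.0030). *Ascl1* was 63.9±8.13 RU in iNKT1 cells, 123±26.1 in iNKT2 and 4525±2723 in iNKT17 in BALB/c and 37.6±21.7 RU in iNKT1 cells, 31.4±16.1 in iNKT2 and 113±43.6 in iNKT17 in B6. It was called in iNKT17 cells (log2 fold change 5.24, SE 0.59, adjusted p = 0.00054) and not in iNKT2 (2.05, SE 0.59, adjusted p = 0.052). *Hey1* was not called between the strains in iNKT1 without BALB/c iNKT1 replicate 1 (0.11) or B6 iNKT1 replicate 1 or 2 (0.097 and 0.096).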

A strain specific expression is also evident for *Hey1* coding for HESR1, a transcriptional repressor, and *Ascl1* (MASH1), a transcriptional activator. In neuronal cells, expression of HESR1 correlates with delayed differentiation of progenitors and functionally antagonizes MASH1 that promotes their differentiation^63^. It is possible, that this transcriptional network is also involved in regulating the dynamics of iNKT cell differentiation making them promising candidates for future work exploring iNKT cell development and function.

Expression of functional S1P1 is necessary but not sufficient for iNKT cells to leave thymus. Among RTE, iNKT2 cells are present at a disproportionally high frequency although iNKT1 and iNKT2 cells express similar levels of S1P1 mRNA. 

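Recent thymic emigrants (RTE) need S1P1 to leave and adhesion molecules to settle elsewhere. *S1pr1* was not called between iNKT1 and iNKT2 cells in BALB/c (log2 fold change 0.30, SE 0.48, adjusted p = 0.74, not called), and in B6 the comparison gave -1.27 (SE 0.48, adjusted p = 0.13, not called). Of 19 genes of egress and adhesion fixed in advance, BALB/c iNKT1 against iNKT2 gave 13 higher and 0 lower of 18 tested (the same adjusted over the list alone) and against iNKT17 9 higher and 1 lower of 18 tested (the same adjusted over the list alone). BALB/c iNKT2 against iNKT17 gave 2 higher and 4 lower of 16 tested (the same adjusted over the list alone). In B6 the counts were 8 higher and 0 lower of 19 tested (8 and 1 adjusted over the list alone), 6 higher and 0 lower of 19 tested (7 and 0 adjusted over the list alone) and 0 higher and 1 lower of 16 tested. The list includes *S1pr1* and *Selplg*, which the paper shows from these samples, so its counts are not independent evidence. *Itga4* (NM_010576, probe on chromosome 2 of mm9 from 79173193 to 79173252), for an integrin that binds VCAM-1, was 8691±1279 RU in iNKT1 cells, 1431±294 in iNKT2 and 274±129 in iNKT17 in BALB/c and 3330.0±925 RU in iNKT1 cells, 2496±526 in iNKT2 and 1703±927 in iNKT17 in B6 (mean±s.d., n=2). Its change between iNKT1 and iNKT17 differed between strains (log2 fold change 4.01, SE 0.61, adjusted p = 0.017). *Itga4* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT1 replicate 1 or 2 (0.072 and 0.055), BALB/c iNKT17 replicate 1 (0.060) or B6 iNKT1 replicate 1 or 2 (0.063 and 0.084).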

Although additional factors may render iNKT2 cells more competent to emigrate, it is likely that iNKT1 cells are hampered in emigration by high levels of CXCR3 expression as already described earlier^64^,^65^. Nevertheless, iNKT1 cells are present among RTE to a considerable extent. Remarkably however, these iNKT1 cells were mostly CD4^+^ indicating that CD4^−^ cells don't emigrate efficiently. The cause for this remains an open issue since both subpopulations express comparable amounts of mRNAs coding for S1P1 and CXCR3. It was demonstrated that iNKT RTE in juvenile mice rather quickly develop from NK1.1^−^ into NK1.1^+^ cells^15^ and that CD4^+^IL-4^−^iNKT2 cells can differentiate into CD4^+^iNKT1 cells^23^. Therefore, a distinct proportion of the iNKT1 RTE may represent cells that emigrate as iNKT2 cells but convert into iNKT1 cells in periphery (maintaining their CD4 expression). However, this cannot explain the rapid and almost complete disappearance of iNKT2 cells from blood following FTY720 administration since the proportion of iNKT2 cells in spleen remains unchanged. 

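*S1pr1* in CD4-iNKT1 cells was 0.622 of its level in CD4+iNKT1 cells in the first sort and 0.375 in the second (log2 fold change -1.05, SE 0.47, adjusted p = 0.46, not called). *Cxcr3* in CD4- cells was 1.36-fold and 1.88-fold the CD4+ level (log2 fold change 0.68, SE 0.51, adjusted p = 0.85, not called). *Ccr7* was called higher in CD4+ cells (log2 fold change -3.24, SE 0.37, adjusted p = 0.0036), and *Cxcr6* (log2 fold change 1.25, SE 0.24, adjusted p = 0.035) and *Selplg* (log2 fold change 1.08, SE 0.16, adjusted p = 0.011) in CD4- cells. The egress and adhesion list gave 3 higher and 0 lower of 18 tested (4 and 0 adjusted over the list alone) in CD4- against CD4+ cells, and the chemokine receptor list 1 higher and 3 lower of 14 tested (3 and 4 adjusted over the list alone). *Ccr7* is also an iNKT2 gene, and iNKT2 transcripts were high in the second CD4+ sample. *Cxcr6* was not called between CD4- and CD4+ cells without BALB/c iNKT1 replicate 1 or 2 (0.051 and 0.051), B6 iNKT1 replicate 1 or 2 (0.068 and 0.068), B6 iNKT2 replicate 1 or 2 (0.068 and 0.068), B6 iNKT17 replicate 1 or 2 (0.061 and 0.061), BALB/c CD4-iNKT1 replicate 2 (0.46) or BALB/c CD4+iNKT1 replicate 2 (0.47). *Selplg* was not called between CD4- and CD4+ cells without BALB/c CD4-iNKT1 replicate 2 (0.14) or BALB/c CD4+iNKT1 replicate 2 (0.14).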

The almost complete clearance from blood rather indicates that iNKT2 cells can recirculate via CCR7/PSGL-1 and are trapped inside lymph nodes on FTY720 treatment just as naïve T cells. iNKT cells are rather sessile and hardly recirculate^17^,^66^ but these analyses investigated the total pool peripheral iNKT cells where iNKT2 cells are much less frequent than iNKT1 cells. Interestingly, the ‘highest' exchange rate for iNKT cells in parabiotic mice occurs in peripheral lymph node where iNKT2 tend to migrate preferentially supporting the idea that iNKT2 cells but no other subsets possess a limited recirculation potential^17^,^60^.

Cytotoxic cells can execute killing of targets by either membrane bound receptor systems such as FasL/Fas or TRAIL/TRAILR or via soluble components like perforin, granzyme a and granzyme b. 

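Fas ligand and TRAIL kill by engaging death receptors on the target. *Fasl* (NM_010177, probe on chromosome 1 of mm9 from 163711056 to 163711115) was 11709.7±9014 RU in CD4-iNKT1 cells and 6128±6379.9 in CD4+iNKT1 (mean±s.d., n=2), 1.70-fold and 3.30-fold higher in CD4- cells in the 2 sorts (log2 fold change 1.24, SE 0.72, adjusted p = 0.67, not called). *Tnfsf10*, for TRAIL, was 7712±5259 RU in CD4-iNKT1 cells and 4782±2406 in CD4+iNKT1, at 1.76-fold and 1.296-fold (log2 fold change 0.60, SE 0.32, adjusted p = 0.60, not called). *Ifng* was higher in CD4- cells by 2.38-fold and 9.58-fold (log2 fold change 2.25, SE 0.97, adjusted p = 0.42, not called). The second sort held iNKT1 genes at 0.257 of their iNKT1 level in CD4- and 0.0541 in CD4+ cells, so its ratios do not compare 2 iNKT1 fractions alone. In unsplit BALB/c subsets *Fasl* was 17659±2360.1 RU in iNKT1 cells, 510.02±89.5 in iNKT2 and 179±68.2 in iNKT17, and *Tnfsf10* 11474±3413 RU in iNKT1 cells, 3176±686 in iNKT2 and 1579±497 in iNKT17.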

Soluble mediators are expressed preferentially by CD4^−^iNKT1 cells whereas some NK-receptors as well as Fas ligand (*fasl*) and TRAIL (*Tnfsf10*) display a much more balanced expression not co-varying with CD4-levels. Therefore, CD4^+^iNKT1 cells should be able to kill target cells. This is supported by a recent report suggesting that antigen dependent killing by iNKT cells is mediated via the FASL/FAS-axis^46^ and correlates positively with TCR-signalling strength. If so, this would handicap the killing capacity of CD4^−^iNKT1 cells because they profit much less from benefits of CD4-mediated amplification of the TCR signal than the CD4^+^ cells^29^. On the other hand, it was shown that CD4^−^iNKT cells isolated from liver are far more potent in tumour rejection than CD4^+^iNKT cells^51^ and also express significantly more IFNγ and granzymes (this report). Interestingly, the granzymes possess additional functions: Granzyme a can promote inflammation by inducing secretion of IL-1β, TNFα and IL-6 by cells exposed to it^67^ and granzyme b plays a role in remodelling basement membranes of endothelia supporting efficient transmigration of effector cells to sites of inflammation^68^. Taken together, this suggests that the two iNKT1 subpopulations perform overlapping but also specialized jobs in immune surveillance.

Surprisingly, we observed that in BALB/c but also in B6 up to half of the thymic iNKT17 cells express low levels of IL-4 along with IL-17. This population escaped detection in earlier studies probably because iNKT17 cells are much less frequent in B6 thymus. In an attempt to explore differences between IL-17^+^iNKT17 and IL-17^+^IL-4^+^iNKT17 cells, we failed to detect a surface receptor that would allow cell sorting of these two populations. Therefore, we investigated 4get mice where IL-4 expression is coupled to that of GFP due to a knock-in into the genomic IL-4 locus. However, the GFP-signal detected in thymic iNKT17 cells of these mice is smeary and cells lacking any GFP-signal represent a small minority (Supplementary Fig. 2h). This is consistent with the assumption that IL-17^+^IL-4^+^iNKT17 cells represent an intermediate commencing final differentiation into single positive IL-17^+^iNKT17 cells. This idea suggests further that developmental precursors of IL-17^+^IL-4^+^iNKT17 cells originate from the pool of iNKT2 cells. In support of this, we detect a small but distinct population of cells among iNKT2 cells that is characterized by an IL-4^+^IL-17^lo-hi^ signal. Along with recent findings^23^,^27^ this places iNKT2 cells in the centre of final differentiation of iNKT17 and iNKT1 cells. In line with this, prominent fractions of IL-4^+^IFNγ^+^ and IL-4^+^IL-17^+^ cells are only present in the iNKT2 cell pool and at the same time a substantial population of IL-17^+^IFNγ^+^ cell was never detected.

Although the results shown here provide comprehensive support for the iNKT1/2/17-concept, the in depth characterization of iNKT1, 2 and 17 thymocytes reveals that each subset is not composed of a uniform population of cells. This was already shown to be the case for iNKT2 cells where IL-4^+^ cells are clearly distinct from IL-4^−^ cells. We provided evidence that a substantial proportion of iNKT17 cells express IL-4 along with IL-17. It remains to be determined whether IL-4^+^IL-17^+^ iNKT cells represent a transitory population differentiating into IL-17^+^ cells. Our current view would be in line with a hypothesis merging traditional and new aspects as already proposed before^23^,^27^,^69^: each iNKT subset contains a population of terminally matured cells (CD4^−^iNKT1, IL-4^+^iNKT2, IL-17^+^ iNKT17) but also a population of cells not yet finally differentiated (CD4^+^iNKT1 cells, IL-4^−^iNKT2, IL-4^+^IL-17^+^iNKT17).

## Methods

### Mice

C57BL/6N (B6) and BALB/cAnNCrl (BALB/c) mice were bred in the animal facility of Hannover Medical School under specific pathogen-free conditions. B6.Serpinb1a^tm1.1Cben^ mice referred to as serpinB1^−/−^ mice throughout the manuscript, and the corresponding control mice were raised at the University of Bern. BALB/c.129-Il4^tm1Lky^ mice referred to as 4get mice were raised at the University of Erlangen, C.129P2(B6)-Fcer1g^tm1Rav^ (FceR1g^−/−^) were purchased from Taconic Biosciences and the respective control BALB/cByJ animals from Charles River Laboratories. All animals used in this study were female and were 7–12 weeks old at the time of analysis. All animal experiments were approved by the LAVES, Lower Saxony, and were conducted according to MHH guidelines.

### Lymphocyte isolation from lung and liver

Lungs and Livers were perfused with cold PBS before harvest. Organs were cut into small pieces and digested with 0.5 mg ml^−1^ collagenase D (Roche) and 0.025 mg ml^−1^ DNase I (Roche) in RPMI 1640/5% FCS for 45 min at 37 °C. After digestion EDTA was added to a final concentration of 20 mM. Next, samples were mashed trough 40 μm cell strainers and washed once in RPMI 1640 medium/5% FCS. Samples were layered on Percoll gradients (40–70%) and centrifuged for 20 min at 300*g*. Following centrifugation, the interphase containing the enriched lymphocytes was collected.

### Flow cytometry

Single-cell suspensions were prepared and blocked with 3% rat serum in FACS buffer (PBS/3% FCS). All surface stainings were performed for 30 min on ice, except for CCR7 which was done for 30 min at 37 °C. Intracellular stainings for PLZF and RORγt were done using Foxp3 staining buffer (eBioscience), according to the protocol provided by the manufacturer. For intracellular cytokine stainings the ICS staining buffer set (eBioscience) was used. Antibodies used (clone name; dilution): anti-mCD4 (RM4–5; 1:400), anti-mCD122 (TM-β1; 1:200), anti-mLy6C (HK1.4; 1:400), anti-mIL4 (11B11; 1:100), anti-mIL6Rα (D7715A7; 1:100), anti-mIL1R (JAMA-147; 1:100), anti-mCCR6 (29–2L17; 1:100), anti-mNKG2D (CX5; 1:200), anti-mIFNγ (XMG1.2; 1:100) and anti-m IL17A (TC11-18H10.1; 1:1,000) all from BioLegend; anti-mCD3ɛ (145-2C11; 1:100) anti-mPLZF (Mags21F7; 1:100), anti-mRORγτ (B2D; 1:400), anti-mCXCR3 (CXCR3-173; 1:100), anti-mCCR7 (4B12; 1:100), anti-mGzma (GzA-3G8.5; 1:100), anti-mGzmb (NGZB; 1:100) and anti-mB220 (RA3-6B2; 1:200) were from eBioscience. Anti-mCD94 (18d3; 1:100) and anti-mNKp46 (29A1.4.9; 1:100) were from Miltenyi Biotec, anti-mCD247 (H146-968; 1:100) was from Molecular Probes and anti-mCD138 (281-2; 1:200) was from BD Pharmingen. CD1d tertramer loaded with PBS57 (analogue of α-galactosylceramide) was provided by the tetramer facility of US National Institutes of Health and used in a dilution of 1:1000. Data were acquired on LSR II (Becton and Dickinson) and analyzed using FlowJo (TreeStar).

### *In vitro* cytokine production

Sorted thymic iNTK cells were plated at a density of 5 × 10^5^ per ml and incubated at 37 °C for 4 h in presence of ionomycin (1.5 μg ml^−1^), PMA (phorbol 12-myristate 13-acetate; 50 ng ml^−1^) and Brefeldin A (10 μg ml^−1^) in RPMI 1640/10% FCS. During this step control cells are kept on ice in FACS buffer. For some experiments, 200 μl of sorted iNKT17 cells in RPMI 1640/10% FCS/10 μg ml^−1^ Brefeldin A were seeded into wells that were coated with 1 μg ml^−1^ anti CD3 antibody (clone 17A2) and 2 μg ml^−1^ anti CD28 antibody (clone 37.51). Cells were incubated for 6 h at 37 °C before cytokine detection by intracellular staining.

### Intrathymic FITC injection

Before injection, mice were anaesthetised by an intra-peritoneal injection of xylazine (9 mg per kg body weight) and ketamine (90 mg per kg body weight). Each thymic lobe was injected with 10 μl 500 ng ml^−1^ FITC solution in PBS (Sigma-Aldrich) using a 27 G needle. Forty hour post-injection cells from blood, spleen and mLN were analyzed.

### Cell sorting

Single-cell suspensions from single or pooled thymi were prepared, stained with appropriate Ab and sorted on FACSAria IIu or FACSAria Fusion (Becton Dickinson). Cell fractions were collected as follows: iNKT (DAPI^−^B220^−^CD1d-PBS57^+^), iNKT1 (DAPI^−^B220^−^PBS57^+^CD122^+^), iNKT2 (DAPI^−^B220^−^CD1d-PBS57^+^CD122^−^CD4^+^) and iNKT17 (DAPI^−^B220^−^CD1d-PBS57^+^CD122^−^CD4^−^). The purity of sorted cells was routinely >90%.

### Isolation of RNA and microarray assay

Tymic iNKT subsets from pooled 5–6 female WT animals were FACS sorted and RNA was isolated using the RNeasy Plus Micro Kit (Qiagen).

The Microarray study has been performed by use of a refined version of the Whole Mouse Genome Oligo Microarray 4 × 44 K v2 (Design ID 026655, Agilent Technologies), called ‘026655AsQuadruplicatesOn4x180K' (Design ID 048306) developed in the Research Core Unit Transcriptomics of Hannover Medical School. Microarrays of this design type cover roughly 32000 murine transcripts. Microarray design was defined at Agilent's eArray portal using a 4 × 180 K design format for mRNA expression as template. All non-control probes of design ID 026655 have been selected to be printed four times onto one 180 K Microarray (yielding on-chip quadruplicate Features). Control probes required for proper Feature Extraction software operation were determined and placed automatically by eArray using recommended default settings.

A total of 6.5 ng RNA were used to prepare aminoallyl-UTP-modified (aaUTP) cRNA (Amino Allyl MessageAmp II Kit; #AM1753; LifeTechnologies) as directed by the company (applying one-round of amplification). The labelling of aaUTP-cRNA was performed by use of Alexa Fluor 555 Reactive Dye (#A32756; LifeTechnologies). Before the reverse transcription reaction, 1 μl of a 1:100,000 dilution of Agilent's ‘One-Colour spike-in Kit stock solution' (#5188–5282, Agilent Technologies) was added to each total RNA sample.

cRNA fragmentation, hybridization and washing steps were carried-out as recommended in the ‘One-Colour Microarray-Based Gene Expression Analysis Protocol V5.7', except that 300 ng (Exp1) or 130 ng (Exp2) of each fluorescently labelled cRNA population were used for hybridization.

Slides were scanned on the Agilent MicroArray Scanner G2565CA (pixel resolution 3 μm, bit depth 20). Data extraction was performed with the ‘Feature Extraction Software V10.7.3.1' using the extraction protocol file ‘GE1_107_Sep09.xml'.

Processed intensity values of the green channel, ‘gProcessedSignal' (gPS) were normalized by global linear scaling: All gPS values of one sample were multiplied by an array-specific scaling factor. This factor was calculated by dividing a ‘reference 75th Percentile value' (set as 1500 for the whole series) by the 75th Percentile value of the particular Microarray to be normalized (‘Array I' in the formula shown below). Accordingly, normalized gPS values for all samples (microarray data sets) were calculated by the following formula:

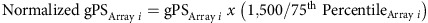

Measurements of on-chip replicates (quadruplicates) were averaged using the geometric mean of normalized gPS values to retrieve one resulting value per probe and sample. Single Features were excluded from averaging, if they (i) were manually flagged, (ii) were identified as Outliers by the Feature Extraction Software, (iii) lie outside the interval of ‘1.42 × interquartile range‘ regarding the normalized gPS distribution of the respective on-chip replicate population, or, iv) showed a coefficient of variation of pixel intensities per Feature that exceeded 0.5. A lower intensity threshold (surrogate value) was defined based on intensity distribution of negative control features. This value was fixed to 20. All of those normalized gPS values that fell below this intensity border were substituted by the respective surrogate value of 20.

### Bioinformatics and statistical analysis

The normalized gPS values for selected genes were used to generate heat maps using Qlucore Omics Explorer software tool. Prism (GraphPad) software was used for all statistical analysis performed in the current study. Statistical methods have not been used to predetermine sample sizes. Where appropriate, data were displayed as mean±s.d. as indicated in the legends to the figures, *n* denotes the number of data points. For all statistical evaluations a normality test and a variance test were done. Data sets displaying results from chip hybridizations were excluded from statistical comparisons because results are of inferior validity when comparisons of two versus two data points are done. For the statistical evaluations shown in Figs 3c, 5e and 7d and Supplementary Figs 1b,d,2c,4 and 5b three to eight animals per group as given in the legends were analyzed while allele status was known during analysis. Data were collected from at least two independent experiments and data obtained from all animals analyzed are shown. A two-tailed Mann–Whitney *U* test was done when *n* was ≤4 in one or both of the groups to be compared. For *n*>4 a Kolmogorov–Smirnov test was done checking for normal or non-normal distribution of the data points in each group. According to the results of the normality test either unpaired two-tailed *t*-test (normal distribution) or two-tailed Mann–Whitney *U* test (non-normal distribution) was used as indicated in the legends to the figures.

### Data availability

Transcriptome data that support the findings of this study have been deposited in GEO with the primary accession code GSE69120. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information Files.

## Additional information

**How to cite this article:** Georgiev, H. *et al*. Distinct gene expression patterns correlate with developmental and functional traits of iNKT subsets. *Nat. Commun.* **7,** 13116 doi: 10.1038/ncomms13116 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6 and Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
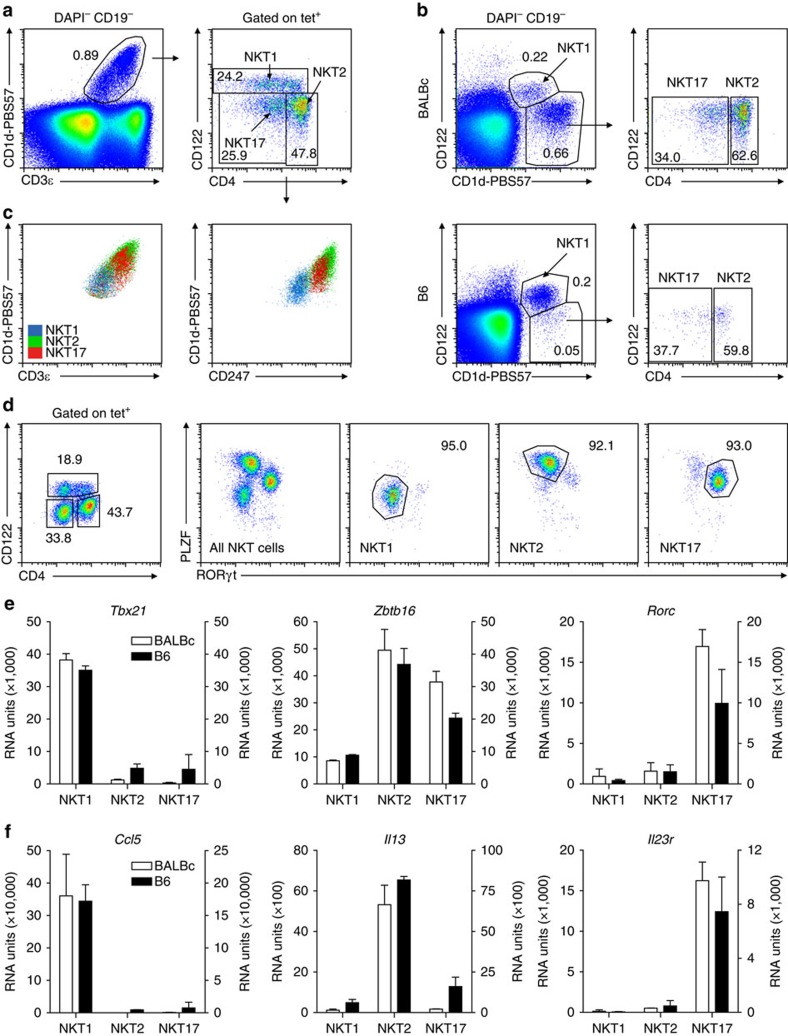
Discrimination of iNKT subsets using various markers. (**a**) CD4 and CD122 expression discriminates iNKT1, 2 and 17 populations among DAPI^−^CD19^−^ thymocytes as indicated by arrows. (**b**) Alternative representation of iNKT populations of thymus of BALB/c (upper panel) and of B6 (lower panel) using markers CD3ɛ, CD1d-tetramer, CD4 and CD122 as in **a**. The numbers in **a**,**b** indicate the frequencies of the cells in the corresponding gates. (**c**) iNKT1, 2 and 17 cells gated as in **a** expressed different levels of CD3ɛ (left panel, surface stain) or CD247 (CD3ζ, right panel, permeabilized cells). (**d**) iNKT subpopulations defined by CD4/CD122 expression were monitored for their expression of PLZF and RORγt. Gates shown in left panel were applied to define iNKT subsets and to test their purity with regard to expression of PLZF and RORγt (three panels to the right). Numbers reflect percentage of cells in the encircled areas. (**e**,**f**) mRNA expression profiles resulting from chip-based transcriptome analysis as described in the text. RU represents an arbitrary definition of expression strength. Open bars: values for BALB/c cells, scale to the left; black bars: values for B6, scale to the right. Shown are means±s.d. Data are representative of at least 5 (**a**), 5 (**b**), 5 (**c**, left panel), 2 (**c**, right panel) and 2 (**d**) experiments. Data shown in **e**,**f** are from two independently performed transcriptome analyses each, BALB/c and B6. Shown are mean±s.d. (*n*=2).

**Figure 2:**
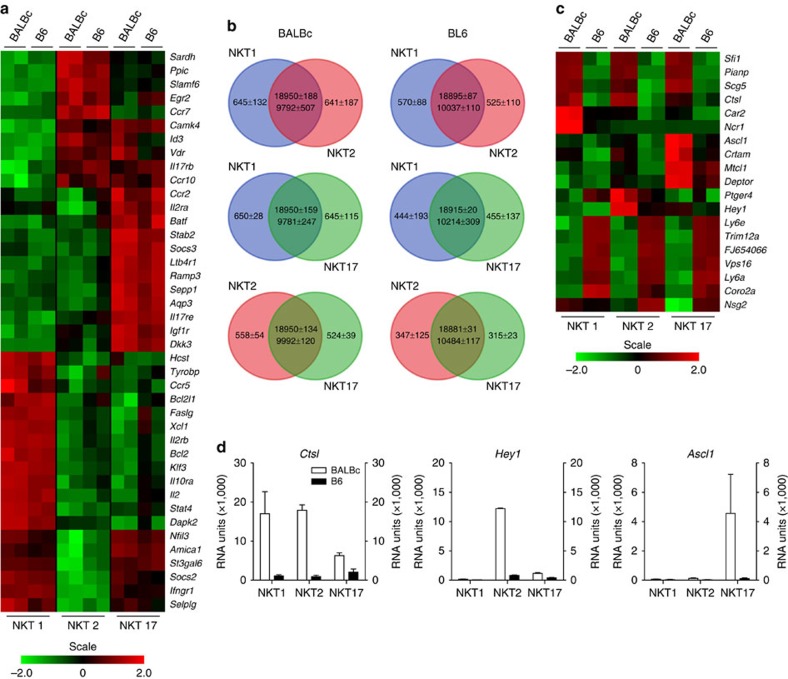
Evaluation and summary of transcriptome data. (**a**,**c**) Heat maps representing expression of the genes listed to the right. Data source as in Fig. 1e,f (*n*=2). (**b**) Venn diagrams resulting from pairwise comparisons of iNKT subsets. To generate the Venn diagrams, expression levels below 500 RU were considered negligible. Therefore, in the overlapping area the upper number encompasses all genes that were expressed at a level <500 RU in both subtypes whereas the lower number comprises all genes that were found to be expressed at a level >500 RU in at least one of the subsets but where the difference in expression was less than twofold. The numbers given in the unique fields of each diagram contain all genes that were expressed at a level >500 RU with a difference of more than twofold compared with expression in the partner subset. These genes were considered to be expressed in a iNKT subtype specific fashion. Values represent mean±s.d. of two independent experiments (*n*=2). (**d**) mRNA expression profiles resulting from transcriptome analyses as depicted in Fig. 1e,f (mean±s.d., *n*=2). Shown are three selected genes that exhibited a mouse strain specific pattern: *Ctsl* (cathepsin L), *Hey1* (HESR1) and *Ascl1* (MASH1).

**Figure 3:**
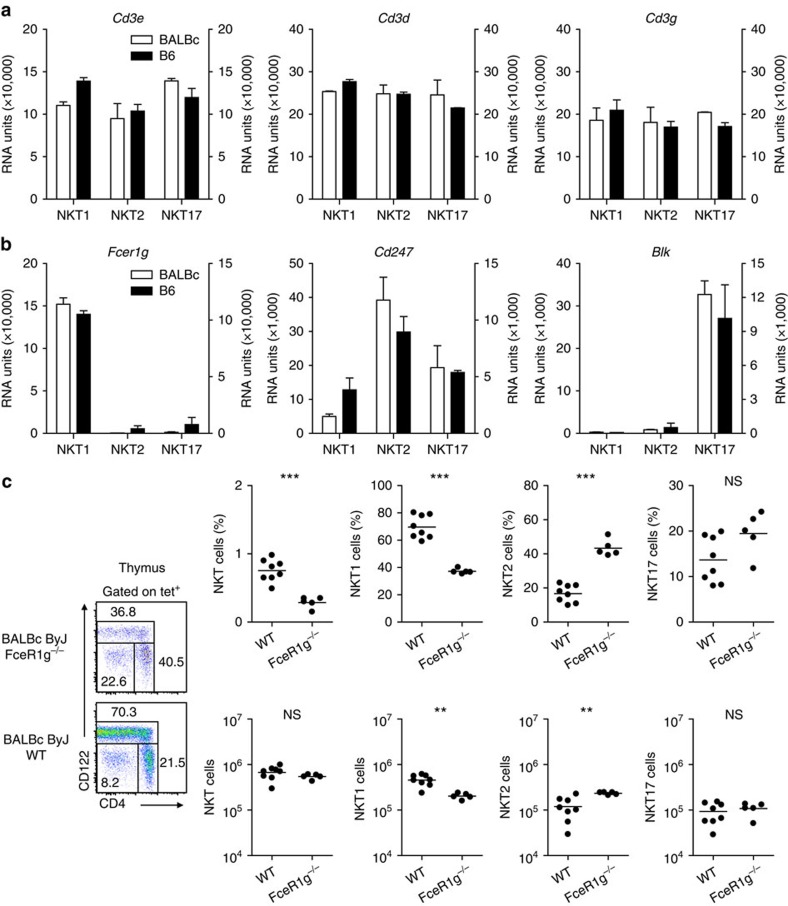
Expression of genes modulating TCR-mediated signalling. (**a**,**b**) Expression of the indicated genes in the iNKT subsets depicted as in Fig. 1e,f (mean±s.d., *n*=2). (**c**) iNKT cells (DAPI^−^B220^−^tet^+^) were gated as shown in the left panels to determine iNKT subtype composition (panels to the right). The data shown in the left two panels of **c** are representative of at least five individually stained thymi. Data shown in the right panels of **c** were collected from two independent experiments. Each dot represents one animal (WT: *n*=8, ko: *n*=5). Unpaired two-tailed *t*-test was performed. NS, not significant (*P*>0.05), **P<0.01 ***P<0.001.

**Figure 4:**
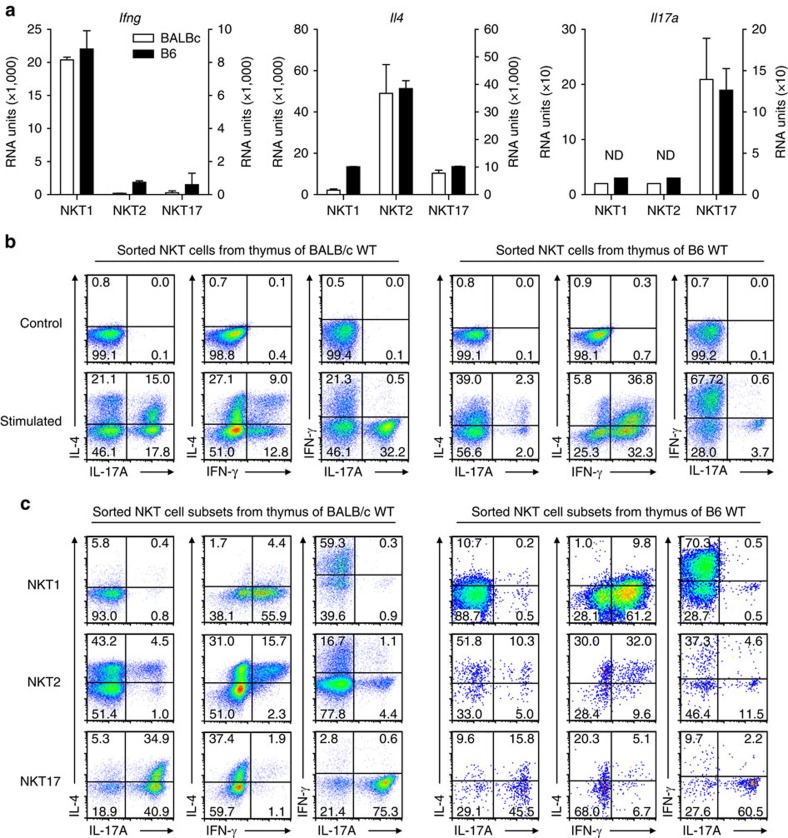
Expression of IL-4 and IFNγ and IL-17 in iNKT cells or their subsets. (**a**) mRNA expression profiles resulting from transcriptome analyses as depicted in Fig. 1e,f (mean±s.d., *n*=2). ND, none detected. (**b**) Total fractions of iNKT cells sorted from thymi of BALB/c or B6 mice, gated as shown in Fig. 1b. Sorted cells were kept either on ice (control) or stimulated with PMA/ionomycin in vitro in the presence of Brefeldin A (stimulated) before intracellular detection of the indicated cytokines by flow cytometry. (**c**) Detection of cytokines as described in **b** but iNKT cells from each individual thymus were sorted into iNKT1, 2, and 17 cells, respectively, by gating as shown in Fig. 1b. Pixel sizes in the plots to the right were increased to improve visibility. Data are representative of at least 4 (**b**) and 2 (**c**) independent experiments analyzing at least 4 (**b**) and 3 (**c**) individual thymi.

**Figure 5:**
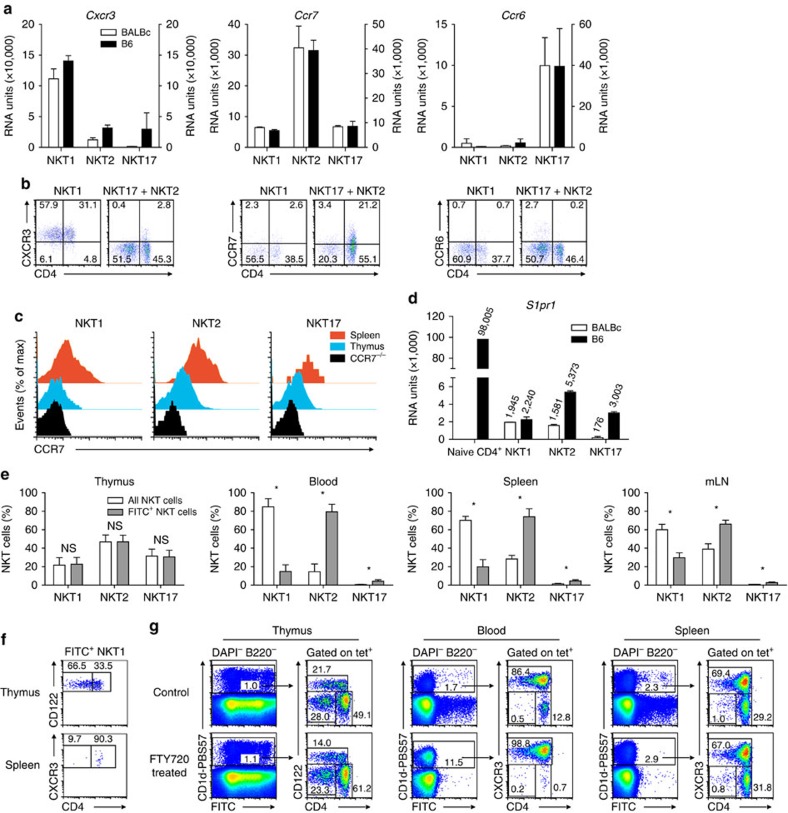
Expression of chemokine receptors and S1P1 by iNKT subsets. (**a**,**b**) Expression of chemokine receptors CXCR3, CCR7 and CCR6, (**a**) on the RNA level as depicted in Fig. 1e,f (mean±s.d., *n*=2) and (**b**) protein expression detected on the cell surface by antibody staining. Cells were gated as shown in Fig. 1b. (**c**) Expression of CCR7 by iNKT cells (DAPI^−^B220^−^tet^+^) of BALB/c thymus (blue) and spleen (red). Thymic iNKT cells of a CCR7^−/−^ animal served as a control. (**d**) mRNA levels coding S1P1 as depicted in Fig. 1e,f. Numbers given above bars represent average RU obtained by evaluation of transcriptome data. For a comparison, data from a different experiment analyzing naïve peripheral CD4^+^ cells of B6 are also shown (naïve CD4^+^). (**e**) BALB/c iNKT subtype composition including all iNKT cells (open bars) or only iNKT RTE (FITC^+^, grey bars) in compartments as indicated following a gating strategy as shown in Supplementary Fig. 2b. Shown are means±s.d. (*n*=4). (**f**) Expression of CD4 by BALB/c FITC^+^ iNKT1 cells (DAPI^−^B220^−^tet^+^) of thymus (upper panel) and spleen (RTE, lower panel). (**g**) BALB/c mice were gavaged with either PBS (control) or FTY720 and then FITC was injected into thymus one day later. Around 40 h. after injection the cells were analyzed in the indicated compartments. Gating was done as shown in Supplementary Fig. 2b. Data are representative of at least 3 (**b**), 3 (**c**), 2 (**e**), 2 (**f**) and 2 (**g**) independent experiments. An unpaired two-tailed Mann–Whitney test was performed in (**e**); NS, not significant (*P*>0.05), *P<0.05.

**Figure 6:**
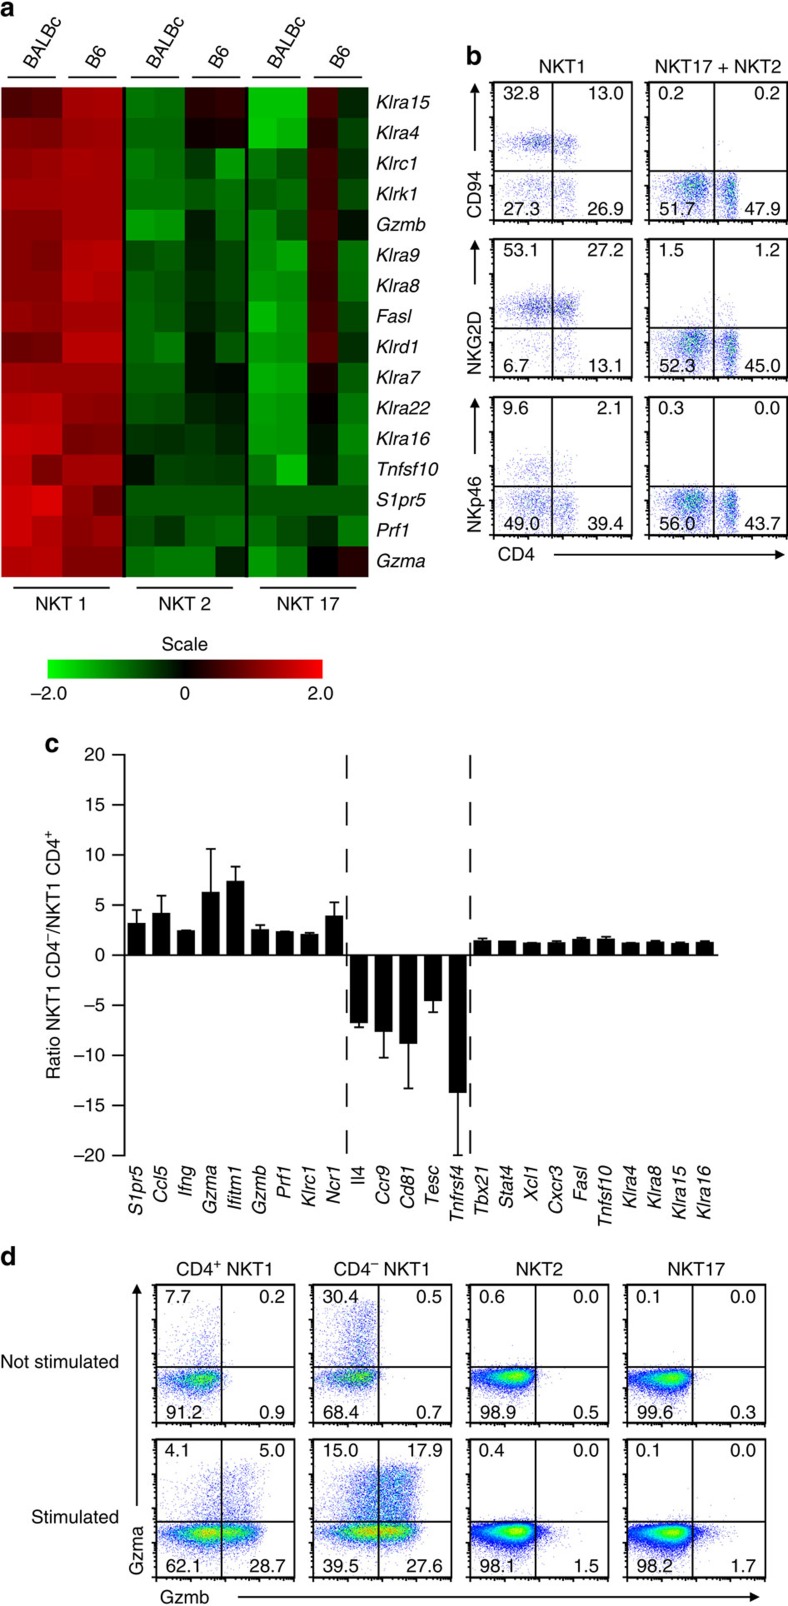
CD4^+^iNKT1 and CD4^−^iNKT cells differ in their NK-like phenotype. (**a**) Heat map of selected genes with known relevance for NK cell function. Gene names are given on the right side. Data source as in Fig. 1e,f (*n*=2). (**b**) Cell surface expression of CD94 (*Klrc1*), NKG2D (*Klrk1*) and NKp46 (*Ncr1*) in iNKT subsets of BALB/c thymus, gating was done as shown in Fig. 1b. (**c**) Expression of selected genes in iNKT1 subpopulations that were sorted in two fractions according to their CD4 expression. Data were obtained following two independent transcriptome analyses. Depicted are the mean ratios (±s.d.) of mRNA levels as indicated (*n*=2). (**d**) iNKT cells of BALB/c thymus were sorted into subpopulations as indicated (top row) according to the gating strategy shown in Fig. 1b. Cells from 3 thymi were pooled for each sort and sorted cells either kept on ice (not stimulated) or stimulated with PMA/ionomycin for 4 h. before intracellular detection of granzyme a and granzyme b. Data are representative of 3 (**b**) and 2 (**d**) independent experiments.

**Figure 7:**
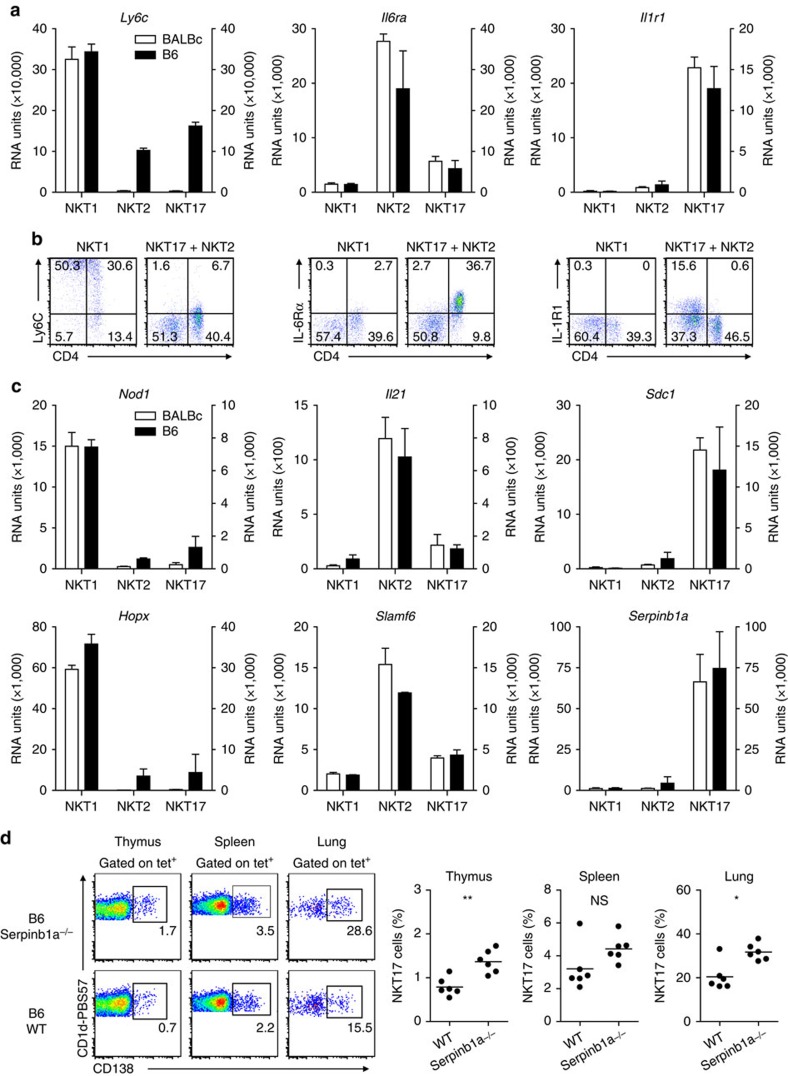
SerpinB1 deficiency impacts on frequency of iNKT17 cells. (**a**,**c**) mRNA levels coding for selected genes that are expressed in a iNKT subtype specific fashion as depicted in Fig. 1e,f (mean±s.d., *n*=2). (**b**) Cell surface expression of Ly6c (left panel), IL-6Rα (middle panel) and IL-1R1 (right panel) on iNKT1, 2 and 17 cells (DAPI^−^B220^−^tet^+^) isolated from thymus of BALB/c mice. (**d**) iNKT17 cells are expanded in frequency in various organs of *Serpinb1a*^−*/*−^ mice. Left panels show a representative stain of iNKT17 cells (DAPI^−^B220^−^tet^+^) of various organs of *Serpinb1a*^−*/*−^ or WT mice based on the expression of syndecan-1 (CD138). Right panels: Each dot represents one animal analyzed (WT: *n*=6; ko: *n*=6). Unpaired two-tailed *t*-test was done for thymus, two-tailed Mann–Whitney test for spleen and lung. NS, not significant (*P*>0.05), **P<0.01. Data are representative of 2 (**b**,**d**) independent experiments or were pooled from 2 independent experiments (**d**, right panels).

How the deposited data were processed for this re-analysis (not part of the article)

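The data are 16 hybridizations of amplified mRNA from thymic iNKT cells to Agilent mouse arrays. BALB/c and B6 mice gave iNKT1, iNKT2 and iNKT17 cells in 2 sorts per strain, and BALB/c iNKT1 cells were divided by CD4 in 2 further sorts. Each sort pooled 5 to 6 mice, whose ages are given in the sample labels as 8, 9 or 9.5 weeks. The paper gives an RNA input of 6.5 ng, while the labels give 20 ng for B6 and the first CD4 sort and 30 ng for the second CD4 sort and none for BALB/c. In the second CD4 sort 1 array was hybridized in 2 colours and deposited once for each channel. The 3 subsets of the first BALB/c sort lie on 3 slides, with iNKT2 scanned apart, and every other sort lies on 1 slide and in 1 scan. Strain is therefore confounded with sort, slide, scan and labelled RNA input.

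Per the file headers, the intensities of the scanner files were made by the authors with Agilent Feature Extraction 10.7.3.1, which subtracts background and, for the two-colour array, normalizes the dyes. The deposited table holds RNA units (RU), made by the authors from these intensities by scaling the upper quartile of each array to 1500 and averaging the 4 copies of a probe. The RU used here were computed in the same way from the scanner files. Copies were excluded by the software's outlier flags, at over 1.42 times the interquartile range, or at a coefficient of variation over pixels above 0.5. The geometric mean of the others was taken, and values under 20 RU were set to 20. Over probes of more than 500 RU, the log2 difference from the deposited table had an s.d. of at most 0.00806, and 93.6% to 97.8% of probes lay within 1%. The deposited floor is 20, and 15 in the 4 CD4 samples.

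Between 8.9% and 11.9% of copies per array were excluded, and 18988 to 22308 probes per array (48.2% to 56.6%) lay above background with at least 3 of 4 copies. At the floor stood 14409 to 17863 probes per array. Probes of more than 500 RU numbered 13060 to 13415 per array, and no probe was saturated. Of the 39429 probes, 27508 were matched by accession to the reference gene table of assembly GRCm38.p6, which was used for names only, 11921 were not, and 6174 had neither a match nor a name. Names in the scanner files were replaced for 2017 matched probes, which makes *Soga2* *Mtcl1*, *Gbp1* *Gbp2b* and *Gpr44* *Ptgdr2*. Probe positions are those of the scanner files, in mm9. Of the genes in the lists, *FJ654066*, *Ly6c2*, *Klra3*, *Hspa1b*, *H2-L*, *H2-Q6*, *H2-T22*, *Bcl2a1a* and *Bcl2a1b* were not found.

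Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend) on log2 RU. The probe with the highest mean stood for each of 30499 genes and unnamed probes. A probe entered a comparison when it lay above background on both arrays of at least 1 of the compared groups. The 12 arrays of the subsets were fitted as 6 groups without a block, with 6 residual degrees of freedom and 3.4 from the prior. The CD4 samples were fitted with all 16 arrays as 8 groups and a block for the 2 CD4 sorts (7 and 3.5). Each p printed here comes from limma, with n=2 per group, while the paper excluded the arrays from statistical comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. SE is the moderated standard error of a log2 fold change, the first-named group minus the second. Whether a subset difference differs between strains was tested by the interaction contrast. Of 1175 calls made for the named genes, all 1175 had the same direction in both replicates. Between strains, which share no sort, replicates of the same number were set against each other. A call with n=2 largely requires such agreement, and the rule for CD4 genes demanded it, so this is no separate evidence. A fold change is given as at least N-fold where a group lay below background on both arrays. Data were read with data.table 1.17.8, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

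The subsets of a sort come from 1 pool of mice. After removal of group means, the samples of a BALB/c sort correlated at 0.65 to 0.71 (3 pairs) and those of a B6 sort at 0.37 to 0.61 (3 pairs). Samples of the 2 strains correlated at -0.21 to 0.08 (9 pairs) and the CD4 samples of a sort at 0.85. BALB/c with CD4 samples gave -0.37 to -0.28 and B6 with CD4 samples -0.13 to 0.21. The p with the sort as a block is printed where it changes a call.

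Recovery was tested on simulated data in which 200 genes were changed, all with a geometric mean over 200 RU. For iNKT1 against iNKT2 of BALB/c, 22%, 74%, 82% and 98% of 50 genes each were found at 2-fold, 3-fold, 4-fold and 8-fold without a block, and 32%, 82%, 96% and 96% with one. For the CD4 samples it was 12%, 48%, 58% and 78%. Of the unchanged genes, 2, 3 and 0 were called. Transcripts were counted as unique in a pair of subsets at more than 500 RU and more than 2-fold over the partner in the same sort. These limits are those of the legend of Fig. 2, which counts genes, and were applied here to every probe.

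The share of a subset's RNA in a sample is the median, over genes specific for that BALB/c subset and under 10% of that level in the other subsets, of the level in the sample over the mean of the subset. It was checked on 5 computed mixes, where the largest error was 0.048. For the B6 sorts, genes under 5% in BALB/c were used and compared with the B6 subset.

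Of 39 gene lists, 17 were taken from the paper and 22 were drawn up from general knowledge. Several of the 22 share genes with the paper's lists, so they are not independent of the paper. The named genes (272) follow a rule. They are all 112 genes the paper names for these arrays, whose values in its figures had been seen. For each subset they add the 5 most specific genes of both strains and the 5 of BALB/c alone, and for the strains 5 genes per direction called in all 3 subsets. They also include 3 genes per interaction, 8 per direction for CD4 called the same way in both sorts, and up to 4 called genes per own list. Outside the lists, unnamed probes, predicted transcripts without a symbol and RIKEN clones were passed over. *Slco3a1* and the second probe of *Cd247* were chosen after their values were seen.

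Alternatives were a normexp background correction with an offset of 50, quantile normalization, no floor (lowest value 1 RU), the median of all 4 copies, no filter on dim probes, only probes of at least 500 RU and the deposited table. Others were no intensity trend, the adjusted p without a fold limit, every probe counted, blocks for sort, slide or scan, each strain fitted alone, and leaving out each array in turn. The CD4 comparison was also run without a block, on its 4 arrays alone and after a loess correction between the channels. Leaving out 1 CD4 sample takes its whole sort out of that comparison, since the block takes up the partner sample. Unique transcripts were also counted at 250 and 1000 RU, on the mean of the sorts and with 1 probe per gene. Surface staining, functional data and supplementary tables of the paper are not part of the deposited arrays and were left out.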

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

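The tests on the second CD4 sort and on the first B6 iNKT17 sort were chosen only after the results were seen, and those on the strain calls were not. A first group of results is listed because a difference between subsets differed between BALB/c and B6 by the interaction test of limma. This was so for 147 genes in iNKT1 against iNKT2, 252 in iNKT1 against iNKT17 and 65 in iNKT2 against iNKT17. With the slide as a block the counts were 3, 79 and 0 (limma, with 2503 genes at an unadjusted p under 0.05 in the last). Each array of the first BALB/c sort has a slide of its own, so this block takes that sort out of the comparison and leaves 2 residual degrees of freedom. With the sort as a block, which pairs the samples of a sort, the counts were 489, 690 and 265. Single arrays moved the counts without a block. For iNKT1 against iNKT2 the count was 92 and 83 without BALB/c iNKT1 replicates 1 and 2, 69 and 92 without those of BALB/c iNKT2, 29 and 34 without those of B6 iNKT1, and 72 and 46 without those of B6 iNKT2. For iNKT1 against iNKT17 it was 101 and 105 without BALB/c iNKT1 replicates 1 and 2, 86 without BALB/c iNKT17 replicate 1 and 142 without B6 iNKT17 replicate 1. It was 47 and 53 without those of B6 iNKT1 and 155 without either of B6 iNKT2. For iNKT2 against iNKT17 it was 10 and 16 without BALB/c iNKT2 replicates 1 and 2, 21 and 38 without those of BALB/c iNKT17 and 21 without either of B6 iNKT1. It was 22 and 15 without those of B6 iNKT2 and 35 without B6 iNKT17 replicate 1.

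For each comparison the 3 named genes of largest fitted difference are given, as the BALB/c log2 difference minus that of B6 (levels as mean±s.d., n=2). Groups below background enter at or near the floor of 20 RU, so the values of *Ifitm1*, *Ncr1*, *Kcna1* and, for iNKT1 against iNKT2, *Igh-VJ558* depend on that floor and are no exact sizes. Within BALB/c, iNKT1 exceeded iNKT2 cells by at least 12.8-fold for *Igh-VJ558*, at least 313-fold for *Ifitm1* and at least 193-fold for *Ncr1* (at least 165-fold against iNKT17), and iNKT17 exceeded iNKT2 by at least 28.7-fold for *Kcna1*. *Igh-VJ558*, a name that covers many probes of immunoglobulin variable regions, differed by 10.074 in iNKT1 against iNKT2 and by 8.7673 in iNKT1 against iNKT17, at 414±5.42 RU in iNKT1 cells, 20±0 in iNKT2 (below background) and 32.4±17.5 in iNKT17 in BALB/c and 894±921 RU in iNKT1 cells, 45681±46266 in iNKT2 and 21037±11874 in iNKT17 in B6. *Ifitm1* differed by 6.9526 in iNKT1 against iNKT2, at 10689.5±5018 RU in iNKT1 cells, 20±0 in iNKT2 (below background) and 20±0 in iNKT17 (below background) in BALB/c and 975±483 RU in iNKT1 cells, 226±40.1 in iNKT2 and 197±119.8 in iNKT17 in B6. *Ncr1* differed by 6.7138 in iNKT1 against iNKT2 and 6.7621 against iNKT17, at 6272±1236 RU in iNKT1 cells, 21.6±2.20 in iNKT2 (below background) and 20.8±1.14 in iNKT17 (below background) in BALB/c and 57.4±23.3 RU in iNKT1 cells, 20±0 in iNKT2 (below background) and 20±0 in iNKT17 (below background) in B6. *Nsg2*, a neuronal vesicle protein gene, differed by 6.8828 in iNKT1 against iNKT17, at 8614±1695 RU in iNKT1 cells, 1803±353 in iNKT2 and 172±44.2 in iNKT17 in BALB/c and 4494±349 RU in iNKT1 cells, 23694±212 in iNKT2 and 10502±614 in iNKT17 in B6. *Tnfsf4*, for the ligand of OX40, differed by 5.4941 in iNKT2 against iNKT17, at 772±246 RU in iNKT1 cells, 1165±165 in iNKT2 and 83.5±26.6 in iNKT17 in BALB/c and 31.1±15.6 RU in iNKT1 cells (below background), 66.7±2.09 in iNKT2 and 216±65.5 in iNKT17 in B6. The potassium channel gene *Kcna1* differed by -5.2463 in the same comparison, at 20±0 RU in iNKT1 cells (below background), 29.3±13.1 in iNKT2 (below background) and 1172±724 in iNKT17 in BALB/c and 20±0 RU in iNKT1 cells (below background), 20±0 in iNKT2 (below background) and 20±0 in iNKT17 (below background) in B6. For *Wtip*, a junction protein gene, it was -5.2353, at 25.0±7.14 RU in iNKT1 cells (below background), 67.0±20.6 in iNKT2 and 1602±529 in iNKT17 in BALB/c and 31.2±0.794 RU in iNKT1 cells (below background), 82.3±30.3 in iNKT2 and 51.0±12.3 in iNKT17 in B6. With the slide as a block, *Nsg2* at 6.42 (SE 0.182, adjusted p = 0.0070) and *Ncr1* at 6.62 (SE 0.497, adjusted p = 0.041) in iNKT1 against iNKT17 were still called, and the other 7 of these 9 differences were not. They kept their direction, at 10.09 (SE 1.805, adjusted p = 0.12) and 8.20 (SE 1.805, adjusted p = 0.15) for *Igh-VJ558*, 6.45 (SE 1.006, adjusted p = 0.094) for *Ifitm1*, 6.62 (SE 0.497, adjusted p = 0.053) for *Ncr1*, 5.02 (SE 0.504, adjusted p = 0.091) for *Tnfsf4*, -4.10 (SE 0.298, adjusted p = 0.079) for *Kcna1* and -5.21 (SE 0.453, adjusted p = 0.090) for *Wtip*. The residual degrees of freedom fell from 6 to 2, and the SE without the block was 1.36, 1.36, 0.73, 0.47, 0.61, 0.64 and 0.58 in the same order. With the sort as a block all 9 were called. *Igh-VJ558* was not called for the difference between strains in iNKT1 against iNKT2 without B6 iNKT1 replicate 1 (0.050). *Igh-VJ558* was not called for the difference between strains in iNKT1 against iNKT17 without BALB/c iNKT1 replicate 1 or 2 (0.071 and 0.065), BALB/c iNKT17 replicate 1 (0.078), B6 iNKT1 replicate 1 (0.069) or B6 iNKT17 replicate 1 (0.063). *Tnfsf4* was not called for the difference between strains in iNKT2 against iNKT17 without BALB/c iNKT2 replicate 1 (0.060) or B6 iNKT2 replicate 2 (0.056). *Kcna1* was not called for the difference between strains in iNKT2 against iNKT17 without BALB/c iNKT2 replicate 1 (0.060) or B6 iNKT2 replicate 1 or 2 (0.066 and 0.066).

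In the second CD4 sort, 103 iNKT17 genes stood at a median of 0.649 of their iNKT17 level in CD4-iNKT1 cells, against 0.0235 in the first, and 30 iNKT2 genes at 1.02 of their iNKT2 level in CD4+iNKT1 cells, against 0.142. The tables argue against an effect of the dyes, since the CD4- channel carries the dye of the one-colour arrays and its iNKT17 genes lay 4.72 above the first sort on the log2 scale (quartiles 3.93 to 5.50), and the iNKT2 genes of the CD4+ channel lay 2.89 above it after loess (2.11 to 3.92). Cells of other iNKT subsets stay open although the CD122+ gate of the paper for iNKT1 cells leaves them out, as the shares of the 3 subsets added up to 1.02 and 1.12, near the 1 of a full mix, and *Il2rb*, for CD122, stood at 23206 RU in CD4- and 9563 in CD4+ cells of that sort, against 205526 and 139779 in the first. An exchange of the 2 samples is argued against, since *Cd4* was 9.19-fold higher in the CD4+ sample of that sort, while a swap with a sample from outside stays open and was not tested. The labelled RNA input, 20 ng in the first sort and 30 ng in the second, was not tested, and no biological explanation was tested, since the labels name no biological condition in which the 2 sorts differ.

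In the first B6 iNKT17 sort, 113 iNKT1 genes stood at a median of 19.0% of their B6 iNKT1 level, and in the second at 7.54%. A higher background of that array is argued against, as 15868 probes stood at the floor, more than the 14409 to 15841 of the other 13 one-colour arrays. iNKT1 cells among the sorted cells stay open, since 82.3% of the 113 genes lay within 2-fold of the median share (quartiles 14.1% to 28.0%). In the second sort this held for 44.2%. A lower separation of subsets within B6 iNKT17 cells themselves was not tested.

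More genes were called higher in B6 than in BALB/c, and variants under the probes and batch are 2 technical explanations. Of genes called between the strains in all 3 subsets, a second probe went the same way by 2-fold in 47 of 75 (62.7%), against 229 of 268 (85.4%) of BALB/c subset-specific genes, a difference of -22.8 percentage points (95% interval -34.5 to -11.0), so probe variants stay open for part of the strain calls. For the excess in B6, the share for genes higher in B6 exceeded that for genes higher in BALB/c by 0.97 points (-21.5 to 23.5), an interval too wide to decide. Batch and RNA input cannot be told apart from strain, since 0 scans held arrays of both strains. A difference in regulation between the strains stays open and untested.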

How the results depend on the processing

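The runs on a single CD4 sort were chosen only after the data were seen, and the other alternatives were set earlier. Under quantile normalization and the deposited table all 22 counts stayed within 1.5 times, as did all 16 with the median of 4 copies, without intensity trend, by adjusted p alone or with every probe counted, and all 9 with each strain fitted alone. No call of the named genes reversed. Of these 1175 calls, 145 were lost with normexp, 365 without the filter on dim probes, 58 without trend, 35 by quantile normalization, 19 without floor, 8 by median and 4 with the deposited table. Of 1047 the limit of 500 RU lost 11, of 800 the separate strain fits lost 57, and of 871 the slide block lost 130 and the scan block 19. Leaving out an array of the subsets lost 96 to 219. Of 50 CD4 calls, all were lost without the block, 4 on the 4 arrays alone and none by loess. On the first CD4 sort alone 30 of the 50 were lost and on the second alone 14, and leaving out 1 CD4 array lost 29 and 30 for CD4- and CD4+ replicate 2 and 14 for either replicate 1. Without 1 CD4 array the block takes the whole sort out of the comparison, so these runs come close to those on a single sort. Adjusted over each list alone, calls in lists numbered 1963. For the changes below the cause was not tested, except that fewer samples or other tested genes follow from the setting itself.

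With normexp the strain counts were 505 (iNKT1), 893 (iNKT2) and 1106 (iNKT17), the interactions 69 (iNKT1 against iNKT2), 131 (iNKT1 against iNKT17) and 23 (iNKT2 against iNKT17), CD4 103 and shared iNKT2-specific genes 47. Without floor the last interaction was 43. Without the filter on dim probes, B6 iNKT1 against iNKT17 gave 601, B6 iNKT2 against iNKT17 303, the strains 867 (iNKT2) and 1056 (iNKT17), the interaction of iNKT1 against iNKT17 111, CD4 31 and specific genes 109, 48 and 82 (iNKT1, iNKT2, iNKT17). With at least 500 RU, iNKT2 against iNKT17 gave 974 in BALB/c and 374 in B6, the strains 497, 855 and 1030, the interactions of iNKT2 with iNKT1 and iNKT17 78 and 35, and iNKT2-specific genes 48.

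In the paired analysis, with the sort as a block, B6 iNKT2 against iNKT17 gave 948, the interactions 489, 690 and 265 and iNKT2-specific genes 128, and of 871 calls of named genes none was lost. With the slide as a block B6 iNKT2 against iNKT17 gave 891 and the interactions 3, 79 and 0 (limma, 2503 genes at an unadjusted p under 0.05). With the scan as a block the values were 970, and 304 and 686 for the interactions of iNKT1. No paired analysis was possible for the strain contrasts because the strains share no sort, or for unique transcripts because they have no test. For CD4, no block gave 0 (limma, 681 at an unadjusted p under 0.05) and the 4 arrays alone 335. The second CD4 sort alone gave 259, the first alone 125 and loess 167.

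Unique transcripts at 250 RU were 2602 (BALB/c iNKT1 and iNKT17), 2173 (BALB/c iNKT2 and iNKT17), 2128 (B6 iNKT1 and iNKT2) and 1278 (B6 iNKT2 and iNKT17), and at 1000 RU 1621, 1289.5, 1275 and 696.5. The mean of the sorts gave 1581 for BALB/c iNKT2 and iNKT17. With 1 probe per gene they were 1699.5, 1415.5 and 1388.5 in the first 3 pairs.

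Leaving out 1 array at a time, BALB/c iNKT1 against iNKT2 ranged from 1456 to 1974, iNKT1 against iNKT17 from 1546 to 1888 and iNKT2 against iNKT17 from 1095 to 1476. In B6 the ranges were 735 to 1517, 454 to 1025 and 216 to 583, moved over 1.5 times by each array of B6 iNKT1 and iNKT2 and by B6 iNKT17 replicate 2. Strain counts ranged from 425 to 913 (iNKT1), 672 to 1372 (iNKT2) and 1068 to 1738 (iNKT17), moved by both B6 iNKT1 and iNKT2 arrays, B6 iNKT17 replicate 2, BALB/c iNKT1 replicate 1 and BALB/c iNKT17 replicate 1. Interactions ranged from 29 to 186, 47 to 259 and 10 to 73, moved by the arrays named with them above. CD4 ranged from 88 to 259, moved by both B6 iNKT1 and iNKT2 arrays and by replicate 1 of each fraction. Specific genes ranged from 87 to 224 (iNKT1), 31 to 80 (iNKT2) and 53 to 166 (iNKT17). Both B6 iNKT1 arrays and B6 iNKT17 replicate 2 moved the first, these and both B6 iNKT2 arrays the second, and B6 iNKT2 replicate 1 and iNKT17 replicate 2 the third. Unique transcripts ranged from 1721 to 2583, 1962 to 2204 and 1682 to 1716 in BALB/c and from 1598 to 1779, 1038 to 1693 and 826 to 1118 in B6. The lone sample left in a group is assumed to vary like the other groups. Signal over background limits the dim genes, since about 1 probe in 2 lay above it and the floor caps their folds.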

Differences from the paper's values

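For 7 counts of unique transcripts the values differ from those of the paper, which are read by eye from Fig. 2b. The legend counts genes and the values here are probes, so each is followed by the count with 1 probe per gene. For BALB/c iNKT1 and iNKT2, 1049.5±220 probes (mean±s.d., n=2; genes 868±189.5) were unique to iNKT1, the paper's value being about 650 in Fig. 2b, read by eye, and 1102.5±390 (genes 838±257) to iNKT2, against about 640. For BALB/c iNKT1 and iNKT17 they were 1053±39.6 (genes 864±56.6) and 1030±211 (genes 835.5±149), against about 650 and about 650. For BALB/c iNKT2 and iNKT17 they were 895±82.0 (genes 738±90.5) and 804±58.0 (genes 677.5±55.9), against about 560 and about 520. For B6 iNKT1 and iNKT2, 929.5±40.3 (genes 769.5±7.78) were unique to iNKT2, against about 530. The shared and low classes of BALB/c iNKT1 and iNKT2 were 11946 and 25331 probes (genes 9815 and 18978), against about 9800 and about 19000. Of the alternatives set before the data were examined, 1 probe per gene and the limit of 1000 RU bring all 7 within the difference allowed, and the limit of 250 RU, quantile normalization and the deposited table bring none. The limits on the mean of the sorts do so for iNKT1 against iNKT2 and iNKT17 against either partner in BALB/c, and not for the other 4. Without replicate 1 this holds for both counts of BALB/c iNKT1 and iNKT2 and for iNKT17 against either partner, and without replicate 2 for BALB/c iNKT2 against iNKT17.

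Fig. 6c shows 10 NK genes as equal in CD4-iNKT1 and CD4+iNKT1 cells. In the first sort 0 of the 10 exceeded 2-fold and in the second 8 did. In that second sort iNKT1 genes stood at 0.257 of their iNKT1 level in CD4- and 0.0541 in CD4+ cells. Its ratios therefore do not compare 2 iNKT1 fractions alone. By limma 0 of the 10 were called. The same figure shows 9 NK genes as higher in CD4-iNKT1 cells. All 9 were higher in both sorts, 4 were called and 6 were called when adjusted over the list alone. Of these 19 ratios of CD4- over CD4+, the mean of the 2 sorts was over 1.5 times the paper's value in 16. Each difference lay within the s.d. of the 2 sorts. That s.d. comes from the same 2 sorts and is wide because they differ, so lying within it does not show a match. The mean was 5.98±5.09 for *Ifng* (mean±s.d., n=2), the paper's being about 2.4 in Fig. 6c, read by eye, with an s.d. of about 0.1. For *Gzma* it was 16.2±18.4, against about 6.3. For *S1pr5* it was 7.61±7.65, against about 3.2, and for *Ccl5* 9.16±8.87, against about 4.2. Without replicate 2, 0 of the 19 differed (*Ifng* 2.38), and without replicate 1, which leaves the second sort alone, 16 did (*Ifng* 9.58).

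The paper states that CD3ζ mRNA varies strongly with the subset. The *Cd247* probe of higher signal does, and a second *Cd247* probe gave log2 differences of -0.08, -0.28 and -0.20 in BALB/c. Apart from the arrays, the paper shows by staining of permeabilized cells that CD247 protein differs between the subsets. It states that *Cxcr3* is high in iNKT1 cells alone. It was highest there in both strains, and stood at 31379.7±4924 RU in B6 iNKT2 and 12297±3275 in BALB/c iNKT2 cells.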

Other observations

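Dividing cells express genes of DNA replication and mitosis. Of the cell cycle list, BALB/c iNKT2 against iNKT17 gave 17 higher and 0 lower of 30 tested (22 and 0 adjusted over the list alone), with a median log2 of 1.68, iNKT1 against iNKT17 10 higher and 0 lower of 30 tested (13 and 0 adjusted over the list alone), with a median of 0.99, and iNKT1 against iNKT2 0 higher and 3 lower of 30 tested (the same adjusted over the list alone). In B6, iNKT1 against iNKT2 gave 0 higher and 13 lower of 30 tested (0 and 19 adjusted over the list alone), with a median of -1.34. The other B6 comparisons gave 0 higher and 0 lower of 30 tested (the same adjusted over the list alone) for iNKT1 against iNKT17 and 0 higher and 0 lower of 30 tested (the same adjusted over the list alone) for iNKT2 against iNKT17. These directions held under normexp, quantile normalization, no floor and the deposited table. The interaction of iNKT1 against iNKT17 gave 3 higher and 0 lower of 30 tested (19 and 0 adjusted over the list alone). CD4- against CD4+iNKT1 cells gave 0 higher and 1 lower of 30 tested (0 and 15 adjusted over the list alone). In the second CD4 sort iNKT2 genes stood at 1.02 of their iNKT2 level in CD4+ and 0.114 in CD4- cells, which was not separated from this. Markers of CD4+CD8+ thymocytes gave 0 higher and 0 lower of 9 tested with a median of 0.30 in BALB/c iNKT1 against iNKT2, 3 higher and 0 lower of 9 tested (4 and 0 adjusted over the list alone) with a median of 2.42 in iNKT1 against iNKT17 and 1 higher and 0 lower of 9 tested (5 and 0 adjusted over the list alone) with a median of 1.82 in iNKT2 against iNKT17. In B6 they gave 0 higher and 0 lower of 9 tested with a median of 0.74, 0 higher and 0 lower of 9 tested with a median of -1.17 and 0 higher and 0 lower of 9 tested with a median of -1.89 in the same order. Markers of naive T cells gave 3 higher and 2 lower of 10 tested with a median of -0.07, 6 higher and 0 lower of 10 tested with a median of 1.82 and 6 higher and 0 lower of 10 tested with a median of 1.71 in BALB/c, and 0 higher and 4 lower of 11 tested with a median of -0.86, 0 higher and 1 lower of 11 tested (2 and 1 adjusted over the list alone) with a median of 0.34 and 4 higher and 0 lower of 11 tested (5 and 0 adjusted over the list alone) with a median of 1.09 in B6.

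Pim kinases and BCL-2 keep lymphocytes alive. Of the survival list, BALB/c iNKT1 against iNKT2 gave 4 higher and 0 lower of 12 tested (5 and 0 adjusted over the list alone), iNKT1 against iNKT17 6 higher and 0 lower of 12 tested (the same adjusted over the list alone) and iNKT2 against iNKT17 1 higher and 3 lower of 12 tested (the same adjusted over the list alone). B6 gave 2 higher and 0 lower of 12 tested (the same adjusted over the list alone), 1 higher and 0 lower of 12 tested (2 and 0 adjusted over the list alone) and 0 higher and 1 lower of 12 tested (0 and 2 adjusted over the list alone) in the same order. *Pim1* was 4152±582 RU in iNKT1 cells, 309.98±144 in iNKT2 and 1095±52.6 in iNKT17 in BALB/c and 2335±15.5 RU in iNKT1 cells, 783±221 in iNKT2 and 1079±49.3 in iNKT17 in B6, and *Pim2* 4615±504.4 RU in iNKT1 cells, 481±65.9 in iNKT2 and 1358±241 in iNKT17 and 893±194 RU in iNKT1 cells, 531±114 in iNKT2 and 1117±169.8 in iNKT17 (mean±s.d., n=2). Glucose transporters and glycolytic enzymes gave 2 higher and 1 lower of 15 tested (the same adjusted over the list alone), 3 higher and 0 lower of 15 tested (the same adjusted over the list alone) and 1 higher and 0 lower of 15 tested (the same adjusted over the list alone) in BALB/c, and 1 higher and 0 lower of 15 tested (the same adjusted over the list alone), 2 higher and 0 lower of 15 tested (the same adjusted over the list alone) and 0 higher and 0 lower of 15 tested (the same adjusted over the list alone) in B6. Immediate early and heat shock genes, which rise during handling of cells, gave 1 higher and 3 lower of 17 tested (the same adjusted over the list alone), 3 higher and 2 lower of 17 tested (3 and 3 adjusted over the list alone) and 1 higher and 1 lower of 17 tested (2 and 1 adjusted over the list alone) in BALB/c. In B6 they gave 2 higher and 2 lower of 20 tested (the same adjusted over the list alone), 2 higher and 0 lower of 19 tested (the same adjusted over the list alone) and 1 higher and 0 lower of 19 tested (the same adjusted over the list alone), and CD4- against CD4+iNKT1 cells gave 0 higher and 0 lower of 16 tested (0 and 2 adjusted over the list alone).

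Lists of markers of other cells that a thymic sort can hold were counted as well. For CD4+CD8+ thymocyte genes the interaction of iNKT2 against iNKT17 gave 0 higher and 0 lower of 9 tested (8 and 0 adjusted over the list alone), with a median log2 of 3.08. *Cd8a* was 8917±2635 RU in iNKT1 cells, 4397±529 in iNKT2 and 1188±372 in iNKT17 in BALB/c and 94.3±2.67 RU in iNKT1 cells, 133±131 in iNKT2 and 207±70.9 in iNKT17 in B6, and *Rag1* 2785±816 RU in iNKT1 cells, 3174±552 in iNKT2 and 558±324 in iNKT17 and 445±245 RU in iNKT1 cells, 386±421 in iNKT2 and 1302±1253 in iNKT17 (mean±s.d., n=2). Genes of naive T cells gave 0 higher and 3 lower of 10 tested (the same adjusted over the list alone) by CD4. Regulatory T cell genes gave 3 higher and 2 lower of 6 tested (the same adjusted over the list alone), 2 higher and 1 lower of 5 tested (the same adjusted over the list alone) and 2 higher and 2 lower of 6 tested (the same adjusted over the list alone) in the 3 BALB/c comparisons, and 0 higher and 2 lower of 5 tested (the same adjusted over the list alone) by CD4. B cell genes gave 0 higher and 1 lower of 3 tested (the same adjusted over the list alone) in BALB/c iNKT2 against iNKT17. Myeloid and dendritic cell genes gave 1 higher and 0 lower of 12 tested (the same adjusted over the list alone) in BALB/c iNKT1 against iNKT2 and 0 higher and 2 lower of 13 tested (0 and 3 adjusted over the list alone) between strains in iNKT2. Erythroid genes gave 0 higher and 1 lower of 4 tested (0 and 3 adjusted over the list alone) in BALB/c iNKT2 against iNKT17, and thymic epithelial and stromal genes 0 higher and 2 lower of 5 tested (the same adjusted over the list alone) in iNKT1 against iNKT2.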
